# The Molecular Pathogenesis of Tumor-Suppressive *miR-486-5p* and *miR-486-3p* Target Genes: *GINS4* Facilitates Aggressiveness in Lung Adenocarcinoma

**DOI:** 10.3390/cells12141885

**Published:** 2023-07-18

**Authors:** Yuya Tomioka, Takayuki Suetsugu, Naohiko Seki, Kengo Tanigawa, Yoko Hagihara, Masahiro Shinmura, Shunichi Asai, Naoko Kikkawa, Hiromasa Inoue, Keiko Mizuno

**Keywords:** microRNA, passenger strand, *miR-486-5p*, *miR-486-3p*, *GINS4*, lung adenocarcinoma

## Abstract

**Simple Summary:**

Two microRNAs (miRNAs) (*miR-486-5p* and *miR-486-3p*) derived from pre-*miR-486* acted as tumor-suppressive miRNAs in lung adenocarcinoma (LUAD). We identified seven genes (*MKI67*, *GINS4*, *RRM2*, *HELLS*, *MELK*, *TIMELESS*, and *SAPCD2*) involved in the malignant phenotype of LUAD cells coordinately regulated by these miRNAs. It is possible to suppress the malignant transformation of LUAD by controlling these genes.

**Abstract:**

The involvement of passenger strands of miRNAs in the molecular pathogenesis of human cancers is a recent concept in miRNA research, and it will broaden our understanding of the molecular mechanisms of miRNA-mediated cancer. The analysis of our miRNA signature of LUAD revealed that both strands of pre-*miR-486* (*miR-486-5p* and *miR-486-3p*) were downregulated in LUAD tissues. Ectopic expression of both miRNAs induced cell cycle arrest in LUAD cells, suggesting both strands of miRNAs derived from pre-*miR-486* were tumor suppressive. Our in silico analysis showed a total of 99 genes may be under the control of both miRNAs in LUAD cells. Importantly, among these targets, the high expression of seven genes (*MKI67*, *GINS4*, *RRM2*, *HELLS*, *MELK*, *TIMELESS*, and *SAPCD2*) predicted a poorer prognosis of LUAD patients (*p* < 0.05). We focused on *GINS4*, a DNA replication complex GINS protein that plays an essential role in the initiation of DNA replication. Our functional assays showed that *GINS4* was directly controlled by both strands of pre-*miR-486*, and its aberrant expression facilitated the aggressive behavior of LUAD cells. *GINS4* is attractive as a therapeutic target for this disease. MiRNA analysis, including passenger strands, will further improve our understanding of the molecular pathogenesis of LUAD.

## 1. Introduction

Lung cancer is the leading cause of cancer-related deaths in men and women worldwide, with approximately 2.3 million people diagnosed with lung cancer and approximately 1.8 million deaths from lung cancer each year [1]. Lung cancer is divided histologically into two groups: small cell lung cancer (SCLC), which accounts for 15% of patients, and non-SCLC (NSCLC), which accounts for 85% [2]. NSCLC are subdivided into squamous cell carcinoma (LUSQ), large cell carcinoma, and lung adenocarcinoma (LUAD); the latter accounts for approximately 60% of NSCLC [2].

The curative treatment for lung cancer patients at an early stage of the disease (stage I or II) is surgical resection; however, even those who undergo radical surgery have a 5-year survival rate of only 65% [3]. However, fewer than 30% of lung cancer patients are diagnosed early in the course of disease and proceed to surgical treatment. Patients diagnosed with advanced-stage lung cancer have a very poor prognosis, with only 20% of patients surviving 5 years [2,4].

Therapeutic strategies for advanced stage LUAD are developing in a remarkable way. Molecular-targeted drugs that counteract driver gene alteration (e.g., *EGFR* mutation, *ALK* rearrangement, *ROS1* rearrangement, *BRAF* mutation, *MET* mutation, and *KRAS* mutation), and immune checkpoint inhibitors are showing therapeutic effects [5,6]. However, the prognosis for lung cancer patients remains extremely poor, with only 20% of those diagnosed at an advanced stage surviving for five years [2,4]. Therefore, the search for new diagnostic biomarkers and therapeutic target molecules is an important research theme for improving the prognosis of patients with LUAD.

Numerous non-coding RNAs (ncRNAs) are involved in a wide variety of biologic functions, e.g., basic metabolism and cell differentiation. At present, ncRNAs are thought to play important roles for maintaining cellular homeostasis [7,8,9]. A large number of studies have shown that various ncRNAs are aberrantly expressed in diverse tumors, indicating that such RNAs play important roles in tumorigenesis and development [10,11,12]. Among ncRNAs, miRNAs are small, single-stranded ncRNAs (19–22 nucleotides in length). They act as fine tuners of gene expression and modulate almost all biological processes [13,14]. Aberrant expressions of miRNAs are frequently detected in a wide range of cancers, including LUAD. Aberrant-expressed miRNAs are closely involved in the malignant transformation of human cancers, e.g., proliferation, metastasis, and resistance [15,16].

In the previous concept of miRNA biogenesis, only the guide strand of miRNAs derived from pre-miRNAs were actually functional miRNAs in cells. On the other hand, the passenger strand was thought to be broken down inside the cell and to have no function. In contrast to the miRNA theory, some passenger strands of miRNAs have been shown to regulate their target molecules [17,18]. These studies indicate that an miRNA analysis of gene regulation requires the inclusion of both the guide and passenger strands. For example, our recent studies on NSCLC cells demonstrated that both strands of *miR-99a*, *miR-144*, *miR-145*, and *miR-150*, had tumor-suppressive activity through their control of several oncogenic genes [19,20,21,22]. Based on these studies, we hypothesized that genes that are commonly regulated by both strands derived from pre-miRNA are highly involved in the oncogenesis of LUAD.

To identify dysregulated miRNAs in LUAD clinical tissues, we generated miRNA expression signatures by using small RNA sequencing technology. The analysis of the signatures revealed that both strands of pre-*miR-486* (*miR-486-5p*, the guide strand, and *miR-486-3p*, the passenger strand) were downregulated in LUAD tissues. Moreover, they acted as antitumor miRNAs in our functional assays. Importantly, seven genes (*MKI67*, *GINS4*, *RRM2*, *HELLS*, *MELK*, *TIMELESS*, and *SAPCD2*) commonly regulated by *miR-486-5p* and *miR-486-3p* were closely involved in the molecular pathogenesis of LUAD. Furthermore, the aberrant expression of *GINS4*, a DNA replication complex GINS protein, facilitated LUAD cell aggressiveness.

Our signature-based miRNA analysis accelerates the discovery of genes closely involved in LUAD tumorigenesis. These genes are potential therapeutic targets for this disease.

## 2. Materials and Methods

### 2.1. Clinical Course of Patients with LUAD Cells

We obtained primary lesions and normal lung tissues from lung adenocarcinoma patients. The background and clinical characteristics of the patients are described in Table S1.

### 2.2. Cell Lines and Cell Culture 

Two LUAD cell lines, A549 and H1299, were used in this study (American-Type Culture Collection (ATCC), Manassas, VA, USA). We have previously described the method of cell maintenance [21,23].

### 2.3. Construction of the miRNA Expression Signature in LUAD Based on RNA Sequencing

LUAD and normal lung specimens were sequenced using a the NextSeq 500 instrument (Illumina, Inc., San Diego, CA, USA) to evaluate miRNA expression. The raw sequencing data were registered in Gene Expression Omnibus (GEO; GEO accession number: GSE230229).

### 2.4. Identification of Oncogenic Targets Regulated by miR-486-5p and miR-486-3p in LUAD Cells

We used the expression profiles of genes from A549 cells transfected with *miR-486-5p* or *miR-486-3p* (GEO accession number: GSE230056) and TargetScanHuman ver.8.0 (https://www.targetscan.org/vert_80/, accessed on 12 January 2023) to search for miRNAs regulated by *miR-486-5p* and *miR-486-3p*.

### 2.5. Expression Levels of Genes and Prognosis by In Silico Analysis

The clinical significance of genes in LUAD was evaluated with The Cancer Genome Atlas (TCGA) datasets (https://www.cancer.gov/tcga, accessed on 17 January 2023). The data describing gene expression levels were obtained from FIREBROWSE (http://firebrowse.org/, accessed on 17 January 2023) and Genomic Data Commons (GDC) Data Portal (https://portal.gdc.cancer.gov/, accessed on 17 January 2023). The overall survival data were obtained from cBioPortal (https://www.cbioportal.org/, accessed on 17 January 2023) and OncoLnc (http://www.oncolnc.org/) (data downloaded on 17 January 2023).

### 2.6. Transfection with siRNA and miRNA

siRNA and miRNA were transfected into cell lines using Opti-MEM (catalog no.: 31985070, Gibco, Carlsbad, CA, USA) and LipofectamineTM RNAiMax Transfection Reagent (catalog no.: 13778150, Invitrogen, Carlsbad, CA, USA). Transfection protocols for siRNA and miRNA were described in our previous studies [21,23,24]. siRNA and miRNA used in this study are listed in Table S2.

### 2.7. RNA Extraction and Reverse Transcription Quantitative Polymerase Chain Reaction (RT-qPCR)

Total RNA obtained from LUAD cell lines was isolated using Isogen II (catalog no.: 311-07361, NIPPON GENE Co., Ltd., Tokyo, Japan). cDNA was synthesized using PrimeScriptTM RT Master Mix (catalog no.: RR036A, Takara Bio Inc., Shiga, Japan). Gene expression was analyzed by real-time PCR using a SYBR green assay (ThermoFisher Scientific, Rockford, IL, USA) on a StepOnePlus Real-Time PCR System (Applied Biosystems, Foster City, CA, USA). The internal control used in the gene expression assays was glyceraldehyde 3-phosphate dehydrogenase (GAPDH). The reagents used in this study are listed in Table S2.

### 2.8. Western Blotting 

LUAD cells were lysed with the RIPA Lysis Buffer System (catalog no.: sc-24948, Santa Cruz Biotechnology Inc., Dallas, TX, USA). Protein concentrations were measured using a PierceTM BCA Protein Assay Kit (catalog no.: 23227, Thermo Fisher Scientific, Rockford, IL, USA). We used SuperSepTM Ace (7.5%, 13 well) (catalog no.: 198-14941, FUJIFILM Wako Pure Chemical Corporation, Osaka, Japan) as the SDS-PAGE gel for electrophoresis and Precision Plus ProteinTM Dual Color Standards (catalog no.: #1610374, Bio-Rad Laboratories, Inc., Hercules, CA, USA). The proteins were transferred to polyvinylidene fluoride membranes (catalog no.: PPVH00010, Merck KGaA, Darmstadt, Germany). The membranes were blocked with 5% skimmed milk (catalog no.: 190-12865, FUJIFILM Wako Pure Chemical Corporation, Osaka, Japan) in TBST. The signal was detected using Amersham ECL Prime Western Blotting Detection Reagent (Cytiva, Marlborough, MA, USA). The reagents used in this study are listed in Table S2.

### 2.9. Cell Proliferation and Cell Cycle Assays

Cell proliferation was evaluated with XTT assays using Cell Proliferation Kits (catalog no.: 20-300-1000, Biological Industries, Beit-Haemek, Israel). The cell cycle was evaluated using a BD CycletestTM Plus DNA Reagent Kit (catalog no.: 340242, BD Biosciences, Franklin Lakes, NJ, USA) and flow cytometry (BD FACSCelestaTM Flow Cytometer, BD Biosciences). The procedures for assessing cell proliferation and cell cycle behaviors were described previously [21,23,24].

### 2.10. Plasmid Construction and Dual-Luciferase Reporter Assays

The following two sequences were cloned into the psiCHECK-2 vector (C8021; Promega, Madison, WI, USA): the wild-type sequence of the 3′-untranslated regions (UTRs) of *GINS4* and the deletion-type sequence, which lacked the *miR-486-5p* and *miR-486-3p* target sites of *GINS4*. The procedures for the transfection and dual-luciferase reporter assays were provided previously [21,23,24].

### 2.11. Immunohistochemical Staining

*GINS4* expression was evaluated by immunohistochemical staining using tissue microarray slides (catalog no.: LC811a, US Biomax, Inc. Derwood, MD, USA). The VECTASTAIN Universal Elite ABC Kit (catalog no.: PK-6200, Vector Laboratories, Burlingame, CA, USA) was used for blocking, the primary antibody reaction, the secondary antibody reaction, and the binding of avidin to the biotin complex. Primary antibodies were diluted with Dako Real antibody diluent (catalog no.: K5007, Agilent, Santa Clara, CA, USA). Dako REALTM EnVisionTM Detection System Peroxidase/DAB+, Rabbit/Mouse (Agilent) was used to develop the chromogenic reaction. The primary antibody used in this study is described in Table S2. Clinical tissue information is presented in Table S3.

### 2.12. Putative miRNA Binding to GINS4 and miRNA Expression 

We obtained the data for putative miRNA binding to *GINS4* from TargetScanHuman database (release 8.0) and the data for miRNA expression levels from FIREBROWSE (http://firebrowse.org/, accessed on 31 October 2022) and Genomic Data Commons (GDC) Data Portal (https://portal.gdc.cancer.gov/) (accessed on 31 October 2022).

### 2.13. Statistical Analysis

Statistical analyses were performed using GraphPad Prism 8 (GraphPad Software, La Jolla, CA, USA) and R ver. 4.2.1 (R Core Team, Vienna, Austria; https://www.R-project.org/, accessed on 3 September 2022). The differences between 2 groups were analyzed by Student’s *t*- or Mann–Whitney U tests. Multiple group comparison was achieved using a one-way analysis of variance (ANOVA) and Tukey’s tests for post hoc analysis. Survival rates were analyzed by Kaplan–Meier survival curves and the log-rank test.

## 3. Results

### 3.1. Selection of Downregulated miRNAs in LUAD Clinical Specimens by Small RNA Sequencing 

To create the miRNA expression signatures of LUAD, we prepared nine cDNA libraries obtained from clinical specimens (five LUAD tissues and four normal lung tissues) and performed RNA sequencing. The clinical information for the LUAD tissues is summarized in Table S1. The processing of the data based on the RNA sequencing analysis and details of analyzed small RNA taxonomies are presented in Table S4. We successfully mapped a sufficient number of miRNA reads to the human genome (Table S4).

We analyzed RNA sequence data (a total of 41 miRNAs) in the LUAD tissues for comparison with normal lung tissues (Table 1, Figure 1A). We found they were significantly downregulated (log_2_ fold-change < −2.0 and *p*-value < 0.05). Interestingly, our signature revealed that both the guide and passenger strands of four miRNAs (*miR-34c*, *miR-486*, *miR-34b*, and *miR-144*) were downregulated in the LUAD tissues (Table 1). The involvement of passenger strands of miRNAs derived from pre-miRNAs in the molecular pathogenesis of human cancers is a recent concept in miRNA biology. 

### 3.2. Expression Levels of miR-486-5p and miR-486-3p in LUAD Specimens and Cell Lines

To confirm our miRNA signature, we evaluated the expression levels of *miR-486-5p* and *miR-486-3p* in LUAD tissues and normal lung tissues.

Both *miR-486-5p* and *miR-486-3p* were significantly downregulated in LUAD tissues (Figure 1B). The TCGA dataset analysis confirmed that the expression levels of *miR-486-5p* (*p* < 0.001) and *miR-486-3p* (*p* < 0.001) were significantly lower in the LUAD tissues (*n* = 436) compared to normal tissues (*n* = 46) (Figure 1C).

### 3.3. Antitumor Functions of miR-486-5p and miR-486-3p in LUAD Cells

In order to prove that both strands of pre-*miR-486* had antitumor functions in LUAD cells, we performed an ectopic expression of these miRNAs in LUAD cells (A549 and H1299), and then investigated the behavior of the cancer cells.

Cancer cell proliferation was attenuated by the ectopic expression of *miR-486-5p* or *miR-486-3p* in LUAD cells (Figure 2A). The analysis showed typical cell cycle arrest (G0/G1 phase) after both miRNAs were transfected into LUAD cells (Figure 2B).

Based on these results, we conclude that the two types of miRNAs derived from pre-*miR-486* are tumor suppressive miRNAs in LUAD cells.

### 3.4. Identification of Genes Controlled by miR-486-5p and miR-486-3p in LUAD Cells

The fact that both miRNA strands derived from pre-*miR-486* acted as antitumor miRNAs was quite interesting. The subsequent challenge is to identify the oncogenic targets controlled by these miRNAs in LUAD cells.

Our strategy for the search for miRNAs targets is shown in Figure 3. 

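A549 is an established human lung adenocarcinoma cell line. RNA of these cells was hybridized to 1-color Agilent expression arrays, on which each array measures the Cy3-labeled RNA of 1 sample. There were 4 arrays: 1 of cells transfected with *miR-486-5p*, 1 of cells transfected with *miR-486-3p*, and 2 of mock cells that received the transfection reagent alone. The concentration of the transfected miRNAs was 10 nM (Table S2), and the paper's text does not name the time after transfection at which the RNA for the arrays was taken. All 4 arrays lay on 1 slide and were read in 1 scan. Each array held 60901 spots of 58201 probes, control spots excluded. The scanner software called 30690 probes well above background on the *miR-486-5p* array and 31516 on the *miR-486-3p* array. The numbers were 30785 for mock 1 and 31012 for mock 2, and no spot was saturated. The 75th percentile of the background-corrected signal was 105 for *miR-486-5p*, 93.1 for *miR-486-3p*, and 114 for each mock array. The authors deposited the scanner's signal of every spot and a table of log2 values whose quartiles are identical on the 4 arrays. The scanner's signal was used here: its log2 was taken, the 75th percentile of each array was subtracted, and spots of the same probe were averaged after removal of spots that the software marked as outliers (50 to 72 per array). A log2 difference is the value of the transfected array minus the mean of the 2 mock arrays. For a gene with several probes, it is the mean over the probes well above background on both mock arrays or on the transfected array. Where one side of a comparison was not well above background, its signal was raised to the lowest signal among the probes well above background on that array, which gives a bound. Of the 33080 probes listed by a RefSeq accession, 31104 were matched to 22439 genes. Over the 28246 probes well above background on every array, the difference between the 2 mock arrays had an SD of 0.196 on the log2 scale. The SD of the difference from the mean of the mock arrays was 0.522 for *miR-486-5p* and 0.975 for *miR-486-3p*. Each miRNA strand was measured on 1 array, so the number of arrays limits the precision and no difference between a strand and the mock arrays has a replicate check of its own.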

In this study, we obtained genome-wide gene expression data using *miR-486-5p*- or *miR-486-3p*-transfected A549 cells. Our gene expression data were deposited in the GEO database (accession number: GSE230056).

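After *miR-486-5p* transfection, 2549 of 16024 genes had a log2 difference below −0.5, the limit drawn in Figure 3, and 2213 were above 0.5. After *miR-486-3p* transfection, 4470 of 16419 genes were below −0.5 and 5007 were above 0.5. Among the probes well above background on every array, 27.0% passed ±0.5 for *miR-486-5p* and 52.1% for *miR-486-3p*, against 2.80% between the 2 mock arrays. Among the settings fixed before the data were examined, a limit of −1 moved the counts most and left 739 genes after *miR-486-5p* and 2312 after *miR-486-3p*. Arrays simulated with no change, with the spread of the mock arrays, gave means of 32.2 and 31.9 genes below −0.5. These means may be too low, since the simulation made fewer large differences than the mock arrays show. Against a single mock array, it put means of 67.2 of 16143 and 71.5 of 16523 genes below −0.5. Between the real mock arrays, 2.80% of probes passed ±0.5. All 4 arrays were also fitted together with limma, in which the spread is estimated from the 2 mock arrays and each transfected array is assumed to vary as they do. At a Benjamini-Hochberg adjusted p threshold of 0.05, limma called 1106 genes lower and 594 higher after *miR-486-5p*. It called 5156 lower and 5216 higher after *miR-486-3p*. The *miR-486-5p* calls depended on the values used: limma called 0 genes on the authors' log2 values, where 7997 genes had an unadjusted p below 0.05, and 7761 with a spread that varies with intensity (4111 lower and 3650 higher). These counts are over all genes on the array, and a TargetScan site was not required.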

Using a combination of the TargetScan database and miRNA-transfected LUAD cells expression data, we searched for putative targets controlled by *miR-486-5p* (635 genes) and *miR-486-3p* (2118 genes). 

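Table 2 lists genes with the paper's log2 fold changes for both strands. The paper chose them by falls on these same arrays, so the tallies below are largely fixed by that choice. They show how far the falls hold under other processing and are no independent support. Of the 99 genes of Table 2, 98 had a probe matched to the gene, and 97 had a value after both strands. The log2 difference was below −0.5 in 79 of them after *miR-486-5p*, in 81 after *miR-486-3p*, and in 71 after both strands. It was below 0 after both strands in 95 genes. The median over the listed genes was −0.72 after *miR-486-5p*, with a range of −2.12 to −0.06, and −1.11 after *miR-486-3p*, with a range of −3.84 to 0.34. Of the 5 genes that Table 2 gives as lowest after *miR-486-5p*, *SNX22* had a difference of −2.12 and *EMP1* of −2.07, each from 1 probe. *MLLT3* had −1.81 and *RIMS3* −1.47, and the 2 probes of *RIMS3* lay apart at −2.22 and −0.73. *PDE4A* was at least 1.65-fold lower over 3 probes, whose differences ran from −1.48 to 0.14. After normexp correction, chosen after the data were seen, these 5 falls after *miR-486-5p* were smaller: −0.54 for *SNX22*, −0.65 for *MLLT3*, −0.65 for *RIMS3*, −0.46 for *PDE4A*, and −1.96 for *EMP1*. Of the 5 genes given as lowest after *miR-486-3p*, *RRM2* had a difference of −3.84 and *MKI67* of −3.02. The other 3 were not well above background on the *miR-486-3p* array for at least 1 probe. *ADD2* was at least 4.19-fold lower, with probes from −3.30 to −0.23, *ARHGAP29* at least 5.27-fold, and *SUV39H1* at least 5.42-fold. With the same correction, the differences after *miR-486-3p* were −2.81 for *RRM2*, −1.77 for *MKI67*, −0.65 for *ADD2*, −0.59 for *ARHGAP29*, and −0.86 for *SUV39H1*. The number of listed genes below −0.5 after both strands moved most with a limit of −1, which left 16.

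**Figure D1:**
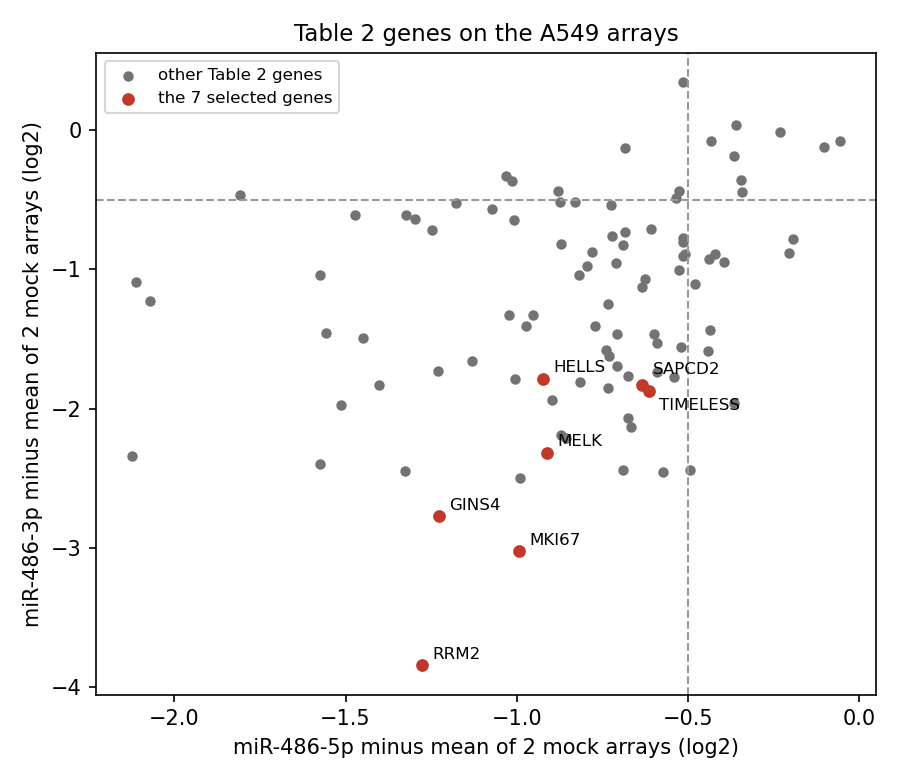
Log2 difference of each Table 2 gene from the mean of the 2 mock arrays, after *miR-486-5p* (horizontal axis) and after *miR-486-3p* (vertical axis), with 1 array per strand. Dashed lines mark −0.5, and 71 genes lie below both; genes with a bound are drawn at the bound. The genes drawn in red are *GINS4*, *HELLS*, *MELK*, *MKI67*, *RRM2*, *SAPCD2* and *TIMELESS*.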

Notably, 99 genes were shown to be potential targets of both *miR-486-5p* and *miR-486-3p* in LUAD cells (Table 2).

### 3.5. Expression and Clinical Significance of Both Strands of Pre-miR-486 Target Genes in LUAD

A further analysis of these 99 genes was performed to search for those that promoted cancer in LUAD cells.

We validated the expression levels of these 99 target genes using a large amount of clinical data (TCGA-LUAD). The expression of seven genes (*MKI67*, *GINS4*, *RRM2*, *HELLS*, *MELK*, *TIMELESS*, and *SAPCD2*) was upregulated in the LUAD tissues (*n* = 499) compared with normal lung tissues (*n* = 58) (Figure 4).

A clinicopathological analysis of the seven genes was performed using TCGA-LUAD datasets. Kaplan–Meier curve (5-year survival rates) analysis was performed according to the expression levels of the seven genes. The high expression of all genes significantly affected the poorer survival rates of the patients (Figure 5).

### 3.6. Direct Regulation of GINS4 by miR-486-5p and miR-486-3p in LUAD Cells

First, we investigated whether the expression of the seven selected genes was controlled by *miR-486-5p* and *miR-486-3p* in LUAD cells. The mRNA expression levels of all seven genes were remarkably suppressed in *miR-486-3p*-transfected A549 cells (Figure S1). In *miR-486-5p*-transfected cells, the expression levels of five genes (*MKI67*, *GINS4*, *RRM2*, *HELLS* and *MELK*) were significantly suppressed (Figure S1).

In our previous analysis, we focused on the genes involved in DNA replication [25,26]. In this study, we focused on *GINS4* and investigated the oncogenic roles of its aberrant expression in LUAD cells.

We confirmed that *GINS4* expression in LUAD cells was suppressed at the mRNA and protein levels by the ectopic expression of *miR-486-5p* or *miR-496-3p* (Figure 6A,B). Full-size images of Western blots are shown in Figure S2.

To demonstrate that both miRNAs directly bound to the 3′-UTR of the *GINS4* gene in a sequence-dependent manner, we performed dual-luciferase reporter assays. The putative *miR-486-5p* binding site on the 3′-UTR of the *GINS4* gene is shown in Figure 7A. Luciferase activity was significantly reduced when co-transfected with *miR-486-5p* and a vector containing binding sites for the 3′-UTR of *GINS4* (Figure 7C). However, luciferase activity did not change when co-transfected with *miR-486-5p* and a vector lacking the *miR-486-5p* binding site (Figure 7C). Thus, *miR-486-5p* appeared to directly bind to the 3′-UTR of *GINS4* in a sequence-dependent manner.

We also investigated the sequence-dependent direct binding of *miR-486-3p* and the 3′-UTR of the *GINS4* gene. The putative *miR-486-3p* binding site on the 3′-UTR of the *GINS4* gene is shown in Figure 7B. Luciferase activity was significantly reduced when co-transfected with *miR-486-3p* and a vector containing binding sites for the 3′-UTR of *GINS4* (Figure 7D). However, there was no change after the co-transfection of miR-486-3p and a vector lacking the *miR-486-3p* binding site (Figure 7D). These results indicate that *miR-486-3p* directly binds to the 3′-UTR of *GINS4* in a sequence-dependent manner.

### 3.7. Functional Significance of GINS4 in LUAD Cells

To investigate the oncogenic function of *GINS4* in LUAD cells, we made use of knockdown assays with siRNAs that were transfected into LUAD cells (A549 and H1299). We evaluated the knockdown efficiency of several siRNAs (si*GINS4*-1, si*GINS4*-2, and si*GINS4*-3) for *GINS4*. Transient transfection with three types of siRNAs significantly reduced *GINS4* mRNA and protein expression in LUAD cells (Figures S3 and S4). 

LUAD cell proliferation assays showed that cell growth was inhibited by suppressing the expression of *GINS4* (Figure 8A). Moreover, cell cycle assays demonstrated that cell cycle arrest in the G0/G1 phase after the expression of *GINS4* was suppressed in LUAD cells (Figure 8B). These results suggest that *GINS4* is a cancer-promoting gene that modulates cell cycle progression.

### 3.8. Immunostaining of GINS4 in LUAD Clinical Tissues

We examined the expression of *GINS4* in tissue microarray studies. Compared with normal tissues, the *GINS4* protein was overexpressed in LUAD tissues. In particular, cancer cells showed heavy cytoplasmic staining (Figure 9).

### 3.9. GINS4-Mediated Pathways Determined by Gene Set Enrichment Analysis (GSEA)

To investigate *GINS4*-modulated molecular pathways in LUAD cells, we used the Gene Set Enrichment Analysis (GSEA) based on TCGA–LUAD RNA sequencing data.

“Cell cycle”, “DNA replication”, “homologous recombination”, and “oocyte meiosis” pathways were enriched in patients with high expression of *GINS4* compared to low-expression patients (Figure 10, Table 3).

## 4. Discussion

During classic miRNA maturation, pre-miRNA is transported to the cytoplasm where it is cleaved by Dicer to become a miRNA duplex. One strand derived from the miRNA duplex is incorporated into the RNA-Induced Silencing Complex (RISC), where it regulates specific target genes. That strand is defined as the guide strand. The non-loaded strand (the passenger strand) is degraded in the cytoplasm, as it has no known function [27]. However, in recent studies, both strands of the miRNA duplex were shown to be functional [27,28]. In this study, we confirmed that both strands of pre-*miR-486* had tumor suppressive functions by regulating their respective target genes.

*miR-486* is transcribed from the intron of the host gene *ANK1* (*Ankyrin 1*) on human chromosome 8p11.21 [29]. There have been many reports describing *miR-486-5p* (the guide strand) in various cancer types [30,31,32,33]. Previous studies showed that the expression of *miR-486-5p* was reduced in cancer tissues, and that it functions as a tumor suppressor in breast cancer, colorectal cancer, gastric cancer, hepatocellular carcinoma, and renal cell carcinoma [34]. In contrast to the preceding examples, the overexpression of *miR-486-5p* was observed in prostate cancer, and its expression is associated with the malignant transformation of these cancers [35].

In previous reports of lung cancer, the function of *miR-486-5p* was that of tumor suppression, which is consistent with our results [31]. For example, the expression of *miR-486-5p* blocked mTOR pathways through its targeting of ribosomal proteins S6 kinase A1 and B1 [36]. Moreover, the overexpression of *miR-486-5p* attenuated tumor growth and inhibited metastasis according to in vivo assays [36,37]. A recent study showed that the anesthetic propofol induced the expression of *miR-486-5p*, resulting in the inhibition of the Ras-associated protein1-NF-κB pathway [38]. These events contributed to cisplatin-sensitivity in NSCLC cells [38].

Several papers have reported that *miR-486-3p*, which is the passenger strand of pre-*miR-486*, has anti-tumor functions in several cancers [34]. In recent years, it has become clear that overexpression of various types of circular RNAs adsorbs miRNAs and suppresses their functions in normal and pathological cells [39,40]. Various circular RNAs are overexpressed in lung cancer cells, e.g., circ_EPB41, circ_CSPP1, and circ_0011298, and the adsorption of *miR-486-3p* by these circular RNAs promotes a malignant transformation [41,42,43]. In addition, these studies revealed that *eIF5A*, *BRD9*, *XRCC1*, *CYP1A1*, and *CRABP2* were *miR-486-3p*-regulated cancer-promoting genes in NSCLC cells [41,42,43,44]. The results of our functional analysis of *miR-486-3p* support those reports.

Since both strands of pre-*miR-486* are tumor suppressive, our subsequent interest is to elucidate the molecular networks regulated by these miRNAs in LUAD cells. Numerous studies have characterized the target molecules of miRNAs, including *miR-486-5p* and *miR-486-3p*; however, none have searched for common targets of these miRNAs in LUAD cells. Our study revealed that 99 genes were putative targets of *miR-486-5p* and *miR-486-3p* regulations in LUAD cells. 

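With limma on the 4 A549 arrays, a probe was called after both strands for 36 of the 98 Table 2 genes with a matched probe. A probe was called for 38 of these genes after *miR-486-5p* and for 87 after *miR-486-3p*. Every probe of the gene was called and lower for 21 genes after *miR-486-5p* and for 68 after *miR-486-3p*. The paper took the Table 2 genes from these same arrays by their fall, so these calls are not an independent check. *GINS4*, with 1 probe, had a log2 difference from the mock arrays of −1.23 after *miR-486-5p* (standard error 0.0888, limma adjusted p = 0.0476) and of −2.77 after *miR-486-3p* (limma adjusted p = 0.00762). Its signal was thus 42.7% and 14.6% of the mock signal. The limma calls after *miR-486-5p* depended on the setting. On the authors' log2 values, or without requiring probes to be well above background, limma called no gene after this strand. With a spread that varies with intensity, it called more genes than here. *RRM2* was at −1.28 after *miR-486-5p* (standard error 0.0952, limma adjusted p = 0.0476), and *MELK* was at −0.91 (standard error 0.0891, limma adjusted p = 0.0479). The 3 probes of *MKI67* had a mean of −0.99 after *miR-486-5p*, and their limma adjusted p ranged from 0.0476 to 0.0539. The 2 probes of *HELLS* had a mean of −0.92, with adjusted p from 0.0476 to 0.0525. *TIMELESS* and *SAPCD2* did not pass limma's threshold after *miR-486-5p*. Their differences were −0.61 (standard error 0.0885, limma adjusted p = 0.0572) and −0.63 (standard error 0.148, limma adjusted p = 0.0946). After normexp background correction, a choice made after the data were seen, *SAPCD2* came above −0.5 at −0.47. After *miR-486-3p*, the differences were −1.78 for *HELLS*, −2.32 for *MELK*, −1.88 for *TIMELESS*, and −1.83 for *SAPCD2*. All 4 passed the limma threshold, as did every probe of *MKI67* and *RRM2*. The transfected value of each of these 7 genes was below both mock arrays for both strands.

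**Figure D2:**
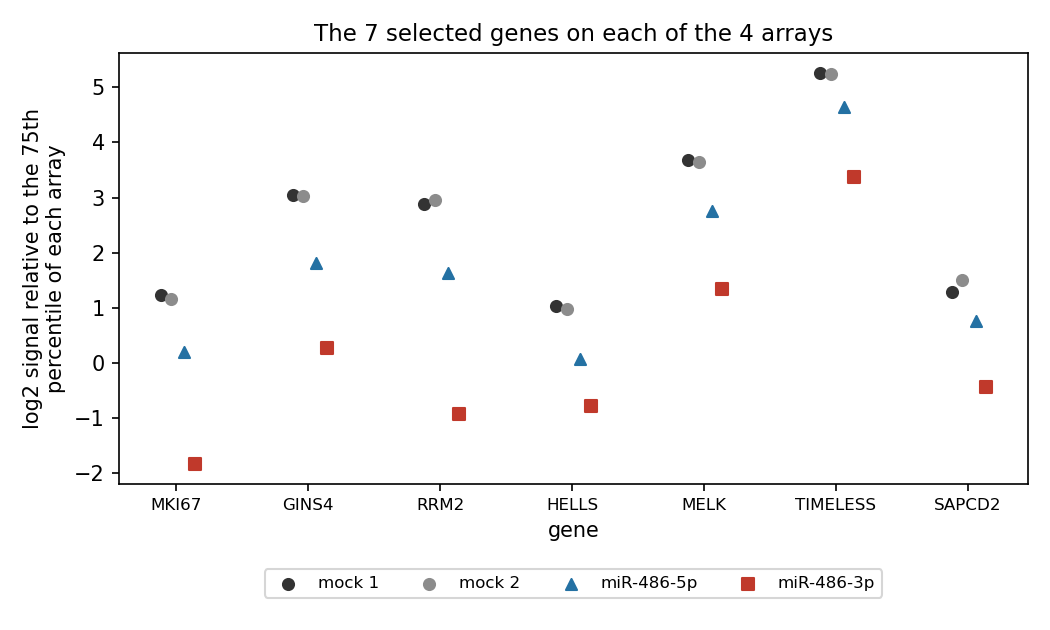
Log2 signal of 7 genes relative to the 75th percentile of each array (vertical axis) on the 4 arrays, with 1 point per array. The mock arrays lie closest together for *TIMELESS* and *GINS4* and farthest apart for *SAPCD2*, at 1.28 and 1.51, and each gene is lowest on the *miR-486-3p* array.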

In fact, all 99 genes were regulated by both *miR-486-5p* and *miR-486-3p* in LUAD cells. It should be noted that high expression of seven genes (*MKI67*, *GINS4*, *RRM2*, *HELLS*, *MELK*, *TIMELESS*, and *SAPCD2*) had a negative impact on the prognosis of patients with LUAD. These genes are important for elucidating the molecular mechanisms of lung cancer malignancy.

For these genes, we referred to reports of genes under microRNA regulation in lung cancer cells. The RRM2 protein is one of the two subunits of the ribonucleotide reductase complex. This reductase is a key enzyme in DNA synthesis as it catalyzes the formation of deoxyribonucleotides from ribonucleotides [45]. Previous studies showed that the overexpression of RRM2 was detected in a wide range of cancers, including lung cancer [45,46]. A recent study showed that the expression of *miR-203-3p* was reduced in LUAD tissues, and its overexpression inhibited LUAD aggressive phenotypes through targeting *RRM2* in LUAD cells [47]. Our previous study showed that *miR-150-3p* (the passenger strand) was significantly suppressed in LUSQ tissues, and performed a tumor-suppressive role in LUSQ cells via controlled several cell cycle-related genes, including *HELLS* [48]. HELLS belongs to the SNF2 family of chromatin-remodeling ATPases and is recruited to specific DNA sites to control the transcription of targeted genes [49,50]. Our data demonstrate that HELLS is directly regulated by *miR-150-3p* in LUSQ cells [48]. Previous reports revealed that SAPCD2 is highly expressed in various cancers and is highly involved in the malignant transformation of cancer cells [51]. Numerous studies have shown that SAPCD2 interacts with multiple proteins within the cell cycle interaction network and functions as a mitotic phase-promoting factor [51]. Notably, a recent study showed that *miR-486-5p* suppressed cell malignant progression in LUAD cells by targeting *SAPCD2* [52]. This fact is consistent with our data and indicates that *miR-486-5p*-mediated molecular networks have pivotal effects on LUAD cell malignancy.

Among these targets, we focused on *GINS4*, and we showed that its expression facilitated the malignant transformation of LUAD cells. *GINS4* is a member of the GINS complex, which consists of four different subunits, e.g., *GINS1* to *GINS4* [53]. 

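On the A549 arrays, each of the 4 subunit genes was measured by 1 probe that was well above background on all 4 arrays. Relative to the 75th percentile of each array, the log2 signal of *GINS1* was 3.31 and 3.25 on the mock arrays, 1.71 after *miR-486-5p*, and 0.82 after *miR-486-3p*. For *GINS2*, it was 4.06 and 4.04 on the mock arrays, 2.78 after *miR-486-5p*, and 0.84 after *miR-486-3p*. *GINS3* had 3.49 and 3.39 on the mock arrays, 2.64 after *miR-486-5p*, and 1.20 after *miR-486-3p*. *GINS4* itself had 3.05 and 3.02 on the mock arrays, 1.81 after *miR-486-5p*, and 0.27 after *miR-486-3p*. The symbols were matched through RefSeq accessions. *GINS1*, *GINS2* and *GINS3* are not among the genes of Table 2.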

Precisely maintained genomic DNA replication is critical for all forms of cellular life and requires a complex interplay of various protein factors. DNA helicases play a key role in unwinding double-stranded DNA during replication, recombination, and repair processes. The GINS complex forms the CMG (Cdc45-MCMs-GINS) complex with MCM (mini-chromosome maintenance) and CDC45. This complex functions as a replicative helicase that unwinds double-stranded DNA during chromosome replication [53,54].

The overexpression of *GINS4* occurs in breast cancer, colorectal carcinoma, bladder cancer, pancreatic ductal adenocarcinoma, glioma, and gastric cancer [55]. In NSCLC cells, lymphoid-specific helicase binds to the 3′-UTR region of *GINS4* and stabilizes *GINS4* expression [56]. The overexpression of *GINS4* facilitates lung cancer malignant transformation. The aberrant expression of other members of *GINS* (*GINS1*, *GINS2*, and *GINS3*) occurs in different types of human cancers [57,58]. The TCGA database analysis revealed that all members of *GINS* were upregulated in LUAD tissues and their high expression predicted the prognosis of the patients. Several studies demonstrated that the expression of a *GINS* member enhanced cancer cell aggressiveness, e.g., proliferation, drug resistance, and epithelial–mesenchymal transition [55,59,60]. Therefore, *GINS* members are closely involved with LUAD pathogenesis and may be potential therapeutic targets.

## 5. Conclusions

The analysis of the miRNA expression signature revealed that both strands of pre-*miR-486* (*miR-486-5p* and *miR-486-3p*) were downregulated in LUAD tissues. From this study and previous reports, we confirmed that these miRNAs had tumor-suppressive functions in LUAD cells. A total of 99 genes were identified as cooperatively controlled by *miR-486-5p* and *miR-486-3p* in LUAD cells. Among these targets, seven genes (*MKI67*, *GINS4*, *RRM2*, *HELLS*, *MELK*, *TIMELESS*, and *SAPCD2*) were closely involved in the molecular pathogenesis of LUAD. Furthermore, *GINS4* was directly regulated by these two miRNAs and the overexpression of *GINS4* facilitated LUAD cell aggressiveness. Based on the tumor-suppressive miRNA analysis, it was possible to identify miRNA target genes closely involved in the molecular pathogenesis of LUAD.

## Figures and Tables

**Figure 1:**
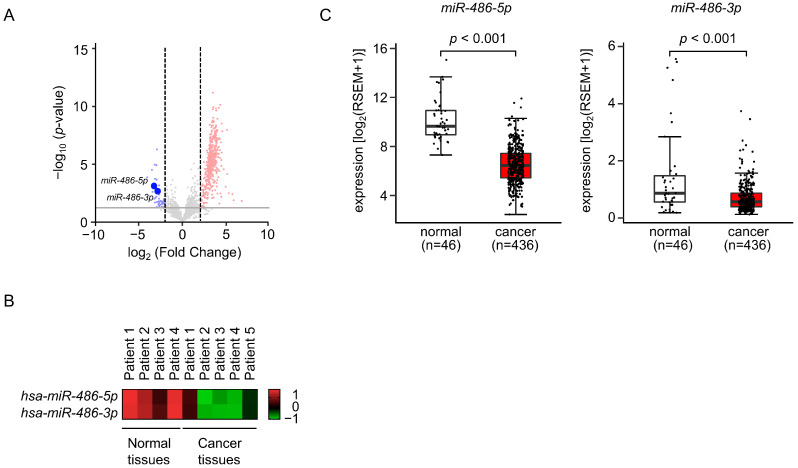
Expression levels of *miR-486-5p* and *miR-486-3p* in LUAD clinical specimens. (**A**) Volcano plot of the miRNA expression signature determined through RNA sequencing. The log_2_ fold-change (FC) is plotted on the *x*-axis and the log_10_ (*p*-value) is plotted on the *y*-axis. The blue points represent the downregulated miRNAs with an absolute log_2_ FC < 2.0 and *p* < 0.05. The red points represent the upregulated miRNAs with an absolute log_2_ FC > 2.0 and *p* < 0.05. Our miRNA expression data by RNA sequencing are deposited in the GEO database (accession number: GSE230229). (**B**) Heat map of the expression levels of *miR-486-5p* and *miR-486-3p* for normal lung and LUAD tissues based on the LUAD miRNA signature obtained by RNA sequencing. (**C**) The expression levels of *miR-486-5p* and *miR-486-3p* evaluated in an LUAD dataset from TCGA.

**Figure 2:**
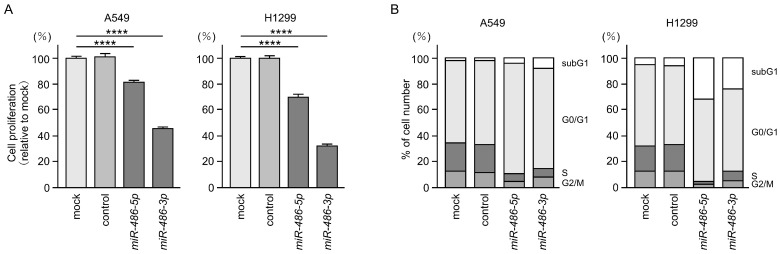
Antitumor roles of *miR-486-5p* and *miR-486-3p* in LUAD cells. (**A**) Cell proliferation was assessed using XTT assays 72 h after transfection with *miR-486-5p* or *miR-486-3p* in LUAD cells. (**B**) Cell cycle changes were analyzed by flow cytometry. Assays were performed 72 h after transfections with *miR-486-5p* or *miR-486-3p* in LUAD cells. ****, *p* < 0.0001.

**Figure 3:**
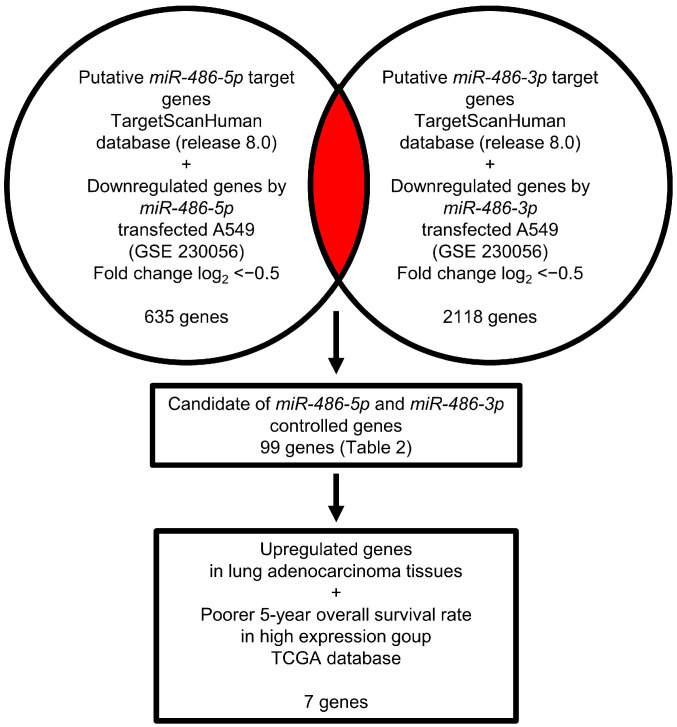
Strategy for identifying oncogenic targets subject to *miR-486-5p* and *miR-486-3p* common regulations in LUAD cells. To identify *miR-486-5p* or *miR-486-3p* targets, we used the TargetScanHuman (release 8.0) database and gene expression profiles generated after *miR-486-5p* or *miR-486-3p* were transfected into A549 cells. Our original gene expression array data were deposited in the GEO database (accession number: GSE230056). In total, 99 genes were identified as possibly being controlled by both *miR-486-5p* and *miR-486-3p* in A549 cells.

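Over the 15781 genes measured in both comparisons, 1300 were below −0.5 after both strands, where lists drawn independently would share 722. Both comparisons used the same mock arrays, which raises the overlap even without an effect. In 100 simulations of unchanged arrays against these mock arrays, 2 to 11 genes were below −0.5 after both. The simulated arrays had fewer large differences than the real mock arrays, so this range may be too low. The Pearson correlation of the 2 differences across genes, which are not independent replicates, was 0.315, and the simulated unchanged arrays gave 0.294 to 0.368. With a separate mock array for each strand, 1323 genes were below −0.5 after both against 745 for independent lists. The correlation across genes was then 0.288, and unchanged arrays gave −0.040 to 0.037. The tally of Table 2 genes changed with the probe taken for each gene. Of the listed genes, 44 had more than 1 probe in use, and in 30 of these the probes lay on both sides of −0.5 for a strand. When the lowest probe stood for each gene, 89 of the listed genes were below −0.5 after both strands, and 77 were when the brightest probe did. The number was 65 without mock replicate 1 and 70 without mock replicate 2. The paper required a TargetScan site and a log2 fold change below −0.5 for each strand, and from the genes that met both requirements for both strands it proposes a set controlled by both *miR-486-5p* and *miR-486-3p*.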

**Figure 4:**
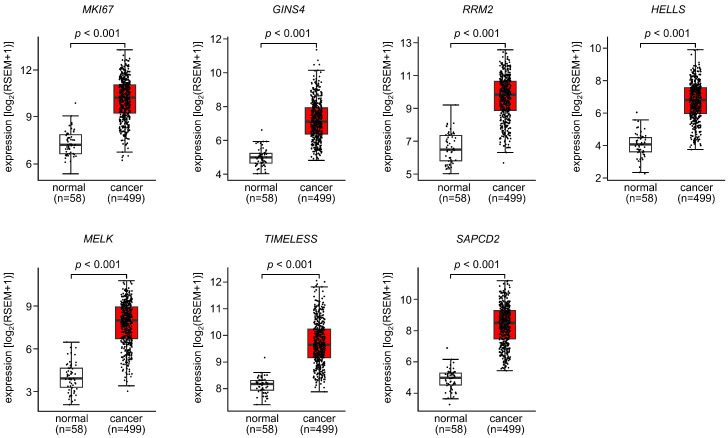
Expression levels of putative target genes controlled by both *miR-486-5p* and *miR-486-3p* in LUAD clinical specimens. Among the 99 putative targets (Table 2), 7 target genes (*MKI67*, *GINS4*, *RRM2*, *HELLS*, *MELK*, *TIMELESS*, and *SAPCD2*) were upregulated in LUAD clinical specimens using TCGA-LUAD datasets.

**Figure 5:**
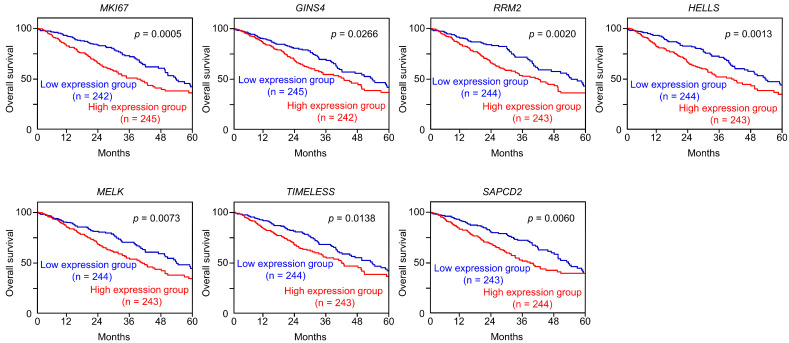
Clinical significance of 7 target genes (*MKI67*, *GINS4*, *RRM2*, *HELLS*, *MELK*, *TIMELESS*, and *SAPCD2*) in LUAD clinical specimens. Kaplan–Meier curves of the five-year overall survival rates according to the expression levels of each gene. The low expression levels of all seven genes were significantly predictive of a poorer prognosis in patients with LUAD. The patients were divided into two groups—high- and low-expression groups—according to the median gene expression level. The red and blue lines represent high- and low-expression groups, respectively.

**Figure 6:**
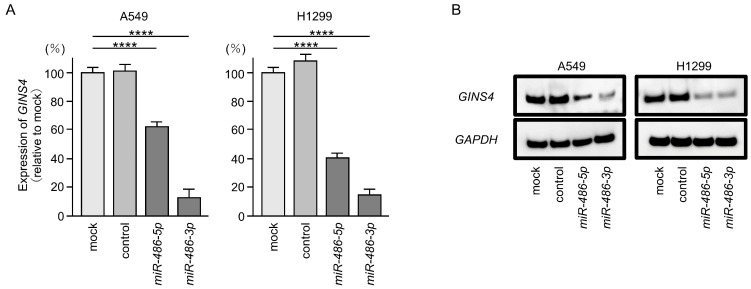
Ectopic expression levels of *miR-486-5p* and *miR-486-3p* reduced the expression level of *GINS4* in LUAD cells. (**A**) Expression levels of *GINS4* mRNA were significantly reduced in *miR-486-5p*- or *miR-486-3p*-transfected cells (A549 and H1299). Total RNAs were extracted 72 h after miRNA transfection and measured by real-time PCR methods. *GAPDH* was used as an internal control. The experiment was performed 3 times, with one-way ANOVA and Tukey’s tests for the post hoc analysis. ****, *p* < 0.001 (**B**) Expression levels of GINS4 proteins were significantly reduced in *miR-486-5p-* or *miR-486-3p*-transfected cells (A549 and H1299). Proteins were extracted 72 h after miRNAs transfection and measured by Western blotting methods. GAPDH was used as an internal control.

**Figure 7:**
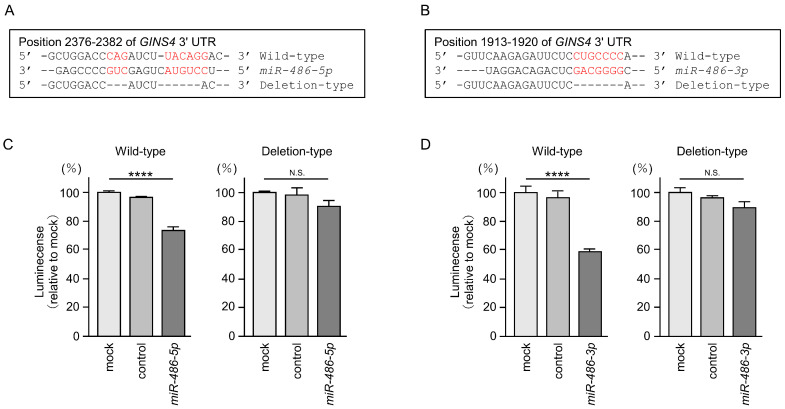
*miR-486-5p* and *miR-486-3p* were directly bound to the 3′-UTR of *GINS4* in LUAD cells. (**A**,**B**) Putative *miR-486-5p* and *miR-486-3p* binding sites on the 3′-UTR of the *GINS4* gene based on TargetScan database (release 8.0). (**C**,**D**) Dual-luciferase reporter assays showed reduced luminescence activity after co-transfection of the wild-type vector (containing the *miR-486-5p* binding site) with *miR-486-5p* in A549 cells. In contrast, no luminescence activity was seen after the co-transfection of the deletion-type vector (lacking the *miR-486-5p* binding site) with *miR-486-5p* in A549 cells. Similar analytic results were obtained for wild- or deletion-type vectors (with or without the *miR-486-3p* binding site) and *miR-486-3p* in A549 cells. ****, *p* < 0.001; N.S., not significant.

**Figure 8:**
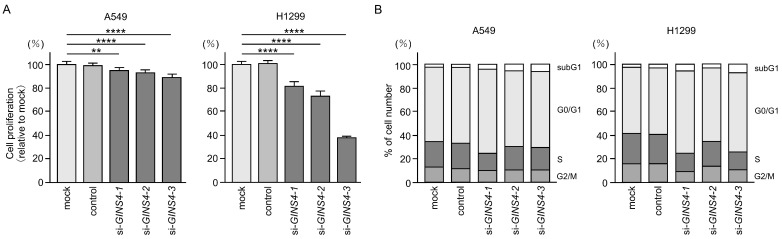
Effects of *GINS4* knockdown in LUAD cells. Three types of siRNAs (si*GINS4*-1, si*GINS4*-2, and si*GINS4*-3) were used for functional assays for the knockdown of *GINS4* expression. (**A**) Cell proliferation was assessed using an XTT assay 72 h after transfection with siRNAs (si*GINS4*-1 si*GINS4*-2, and si*GINS4*-3) in LUAD cells (A549 and H1299). ****, *p* < 0.0001; **, *p* < 0.05. (**B**) Cell cycle changes were analyzed by flow cytometry. Assays were performed 72 h after transfection with three types of siRNAs (si*GINS4*-1, si*GINS4*-2, and si*GINS4*-3) in LUAD cells (A549 and H1299).

**Figure 9:**
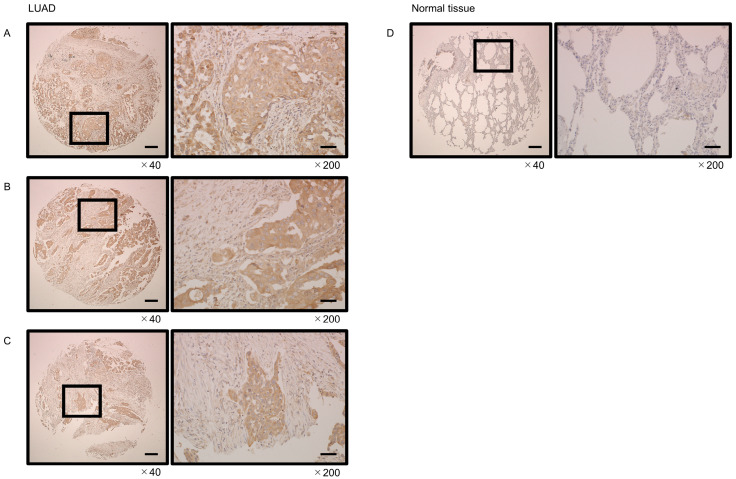
Expression of *GINS4* protein in LUAD clinical tissues assessed by immunostaining. (**A**–**C**) High expression of *GINS4* was detected in the cytoplasm of cancer lesions. (**D**) Weak expression of *GINS4* was detected in normal lung tissues. Scale bar: 200 µm (low magnification); 50 µm (high magnification).

**Figure 10:**
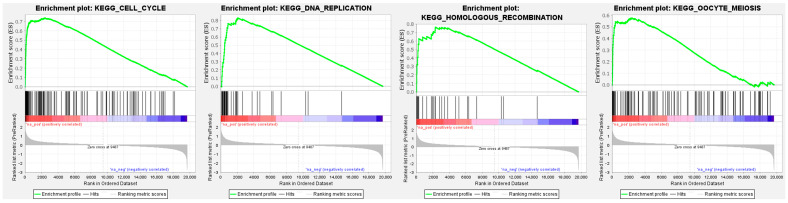
*GINS4*-mediated pathways identified by Gene Set Enrichment Analysis (GSEA). The top-4 enriched gene sets (enrichment plots) in patients in the high-*GINS4* group compared with the low-expression group.

**Table 1:** Downregulated miRNAs in LUAD clinical tissues by RNA sequencing.

MicroRNA	miRBase Accession No.	Guide or Passenger Strand	Log_2_ FC	*p*-Value	FDR
*hsa-miR-517b-3p*	MIMAT0002857	Guide strand	−4.00	<0.001	0.002
*hsa-miR-518a-3p*	MIMAT0002863	Guide strand	−3.46	<0.001	<0.001
*hsa-miR-551b-5p*	MIMAT0004794	Passenger strand	−3.39	0.004	0.022
*hsa-miR-523-5p*	MIMAT0005449	Passenger strand	−3.18	0.014	0.071
*hsa-miR-4703-3p*	MIMAT0019802	Guide strand	−3.15	<0.001	<0.001
*hsa-miR-6722-5p*	MIMAT0025853	Passenger strand	−3.12	<0.001	0.002
*hsa-miR-34c-5p*	MIMAT0000686	Guide strand	−3.11	0.030	0.129
*hsa-miR-486-5p*	MIMAT0002177	Guide strand	−3.11	0.002	0.009
*hsa-miR-218-1-3p*	MIMAT0004565	Passenger strand	−3.07	0.012	0.061
*hsa-miR-518e-5p*	MIMAT0005450	Passenger strand	−3.01	0.001	0.008
*hsa-miR-34c-3p*	MIMAT0004677	Passenger strand	−2.96	0.010	0.050
*hsa-miR-1208*	MIMAT0005873	Guide strand	−2.95	<0.001	0.002
*hsa-miR-4795-3p*	MIMAT0019969	Passenger strand	−2.95	<0.001	<0.001
*hsa-miR-4455*	MIMAT0018977	Guide strand	−2.92	<0.001	0.002
*hsa-miR-34b-3p*	MIMAT0004676	Guide strand	−2.90	0.027	0.119
*hsa-miR-603*	MIMAT0003271	Guide strand	−2.90	<0.001	<0.001
*hsa-miR-519a-3p*	MIMAT0002869	Guide strand	−2.90	0.002	0.012
*hsa-miR-486-3p*	MIMAT0004762	Passenger strand	−2.86	0.003	0.016
*hsa-miR-34b-5p*	MIMAT0000685	Passenger strand	−2.73	0.046	0.175
*hsa-miR-4532*	MIMAT0019071	Guide strand	−2.70	0.024	0.106
*hsa-miR-4655-3p*	MIMAT0019722	Passenger strand	−2.70	0.039	0.157
*hsa-miR-4281*	MIMAT0016907	Guide strand	−2.66	0.006	0.035
*hsa-miR-518f-3p*	MIMAT0002842	Guide strand	−2.66	0.014	0.068
*hsa-miR-6813-3p*	MIMAT0027527	Passenger strand	−2.65	0.001	0.007
*hsa-miR-940*	MIMAT0004983	Guide strand	−2.63	0.030	0.127
*hsa-miR-371b-3p*	MIMAT0019893	Passenger strand	−2.50	0.047	0.178
*hsa-miR-516b-5p*	MIMAT0002859	Guide strand	−2.50	0.022	0.100
*hsa-miR-4483*	MIMAT0019017	Guide strand	−2.36	0.034	0.141
*hsa-miR-523-3p*	MIMAT0002840	Guide strand	−2.34	0.023	0.106
*hsa-miR-758-5p*	MIMAT0022929	Passenger strand	−2.31	0.038	0.153
*hsa-miR-1258*	MIMAT0005909	Guide strand	−2.31	0.040	0.158
*hsa-miR-4529-5p*	MIMAT0019236	Passenger strand	−2.22	0.028	0.120
*hsa-miR-518c-3p*	MIMAT0002848	Guide strand	−2.16	0.027	0.117
*hsa-miR-6768-5p*	MIMAT0027436	Guide strand	−2.13	0.016	0.076
*hsa-miR-3622a-5p*	MIMAT0018003	Guide strand	−2.12	0.034	0.141
*hsa-miR-144-5p*	MIMAT0004600	Passenger strand	−2.12	0.018	0.086
*hsa-miR-373-3p*	MIMAT0000726	Guide strand	−2.09	0.038	0.152
*hsa-miR-451a*	MIMAT0001631	Guide strand	−2.07	0.038	0.153
*hsa-miR-144-3p*	MIMAT0000436	Guide strand	−2.06	0.024	0.107
*hsa-miR-4723-5p*	MIMAT0019838	Guide strand	−2.05	0.041	0.161
*hsa-miR-5011-5p*	MIMAT0021045	Passenger strand	−2.02	0.025	0.110

FDR, false discovery rate.

**Table 2:** Putative target genes regulated by *miR-486-5p* or *miR-486-3p* in A549 cells.

Gene ID	Gene Symbol	Gene Name	*miR-486-5p* Total Sites	*miR-486-3p* Total Sites	*miR-486-5p* Transfectant Log_2_ FC	*miR-486-3p* Transfectant Log_2_ FC
5141	*PDE4A*	Phosphodiesterase 4A	1	3	−2.25	−1.06
9783	*RIMS3*	Regulating synaptic membrane Exocytosis 3	1	1	−2.22	−0.67
79856	*SNX22*	Sorting nexin 22	2	1	−2.15	−2.67
4300	*MLLT3*	MLLT3 super-elongation complex subunit	1	2	−2.10	−1.18
2012	*EMP1*	Epithelial membrane protein 1	2	1	−2.06	−0.90
79628	*SH3TC2*	SH3 domain and tetratricopeptide repeats 2	3	1	−1.96	−1.97
195828	*ZNF367*	Zinc finger protein 367	1	1	−1.94	−1.10
115650	*TNFRSF13C*	TNF-receptor superfamily member 13C	1	5	−1.85	−0.61
84959	*UBASH3B*	Ubiquitin-associated and SH3 domain containing B	1	2	−1.62	−2.16
246243	*RNASEH1*	Ribonuclease H1	1	1	−1.60	−1.21
339768	*ESPNL*	Espin-like	1	2	−1.55	−1.46
220988	*HNRNPA3*	Heterogeneous nuclear ribonucleoprotein A3	1	2	−1.51	−1.20
9411	*ARHGAP29*	Rho GTPase-activating protein 29	2	1	−1.48	−3.37
81491	*GPR63*	G-protein-coupled receptor 63	2	2	−1.47	−0.82
56906	*THAP10*	THAP domain containing 10	1	1	−1.47	−1.63
54751	*FBLIM1*	Filamin-binding LIM protein 1	1	1	−1.46	−0.76
248	*ALPI*	Alkaline phosphatase, intestinal	1	3	−1.40	−1.09
122953	*JDP2*	Jun dimerization protein 2	2	3	−1.38	−1.73
6689	*SPIB*	Spi-B transcription factor	1	4	−1.37	−0.77
6722	*SRF*	Serum response factor	1	4	−1.32	−0.72
64710	*NUCKS1*	Nuclear casein kinase and cyclin-dependent kinase substrate 1	1	1	−1.30	−1.45
29920	*PYCR2*	Pyrroline-5-carboxylate reductase 2	1	1	−1.28	−1.40
81621	*KAZALD1*	Kazal-type serine peptidase-inhibitor domain 1	1	1	−1.27	−1.76
7433	*VIPR1*	Vasoactive intestinal peptide receptor 1	1	2	−1.26	−2.74
2304	*FOXE1*	Forkhead box E1	1	1	−1.21	−0.68
4288	*MKI67*	Marker of proliferation Ki-67	2	1	−1.21	−3.01
84296	*GINS4*	GINS complex subunit 4	1	1	−1.21	−2.72
6241	*RRM2*	Ribonucleotide reductase regulatory subunit M2	1	1	−1.21	−3.92
201292	*TRIM65*	Tripartite motif containing 65	1	1	−1.17	−0.65
57153	*SLC44A2*	Solute carrier family 44 member 2	1	4	−1.17	−1.67
2649	*NR6A1*	Nuclear receptor subfamily 6 group A member 1	1	4	−1.11	−0.96
6720	*SREBF1*	Sterol regulatory element-binding transcription factor 1	1	1	−1.09	−1.68
339834	*CCDC36*	Coiled-coil domain containing 36	2	1	−1.08	−1.65
57506	*MAVS*	Mitochondrial antiviral signaling protein	4	4	−1.07	−0.51
85014	*TMEM141*	Transmembrane protein 141	1	2	−1.06	−1.54
283349	*RASSF3*	Ras association domain family member 3	1	1	−1.04	−1.81
160518	*DENND5B*	DENN domain containing 5B	1	1	−1.04	−0.65
92126	*DSEL*	Dermatan sulfate epimerase-like	1	1	−1.03	−0.72
3070	*HELLS*	Helicase, lymphoid specific	1	2	−1.02	−1.90
11051	*NUDT21*	Nudix hydrolase 21	1	2	−1.01	−1.06
345557	*PLCXD3*	Phosphatidylinositol-specific phospholipase C X domain containing 3	1	1	−1.00	−2.20
11113	*CIT*	Citron rho-interacting serine/threonine kinase	1	1	−1.00	−2.89
145508	*CEP128*	Centrosomal protein 128	1	1	−0.99	−2.54
3707	*ITPKB*	Inositol-trisphosphate 3-kinase B	1	2	−0.97	−1.07
59269	*HIVEP3*	HIVEP zinc finger 3	1	3	−0.97	−1.29
81563	*C1orf21*	Chromosome 1 open reading frame 21	1	1	−0.94	−0.66
84515	*MCM8*	Minichromosome maintenance 8 homologous recombination repair factor	1	1	−0.94	−1.80
93129	*ORAI3*	ORAI calcium release-activated calcium modulator 3	1	1	−0.94	−0.62
119	*ADD2*	Adducin 2	2	1	−0.92	−4.18
5939	*RBMS2*	RNA binding motif single-stranded interacting protein 2	1	2	−0.90	−0.51
55512	*SMPD3*	Sphingomyelin phosphodiesterase 3	1	3	−0.89	−2.43
9833	*MELK*	Maternal embryonic leucine zipper kinase	1	1	−0.86	−2.20
30815	*ST6GALNAC6*	ST6 N-acetylgalactosaminide alpha-2,6-sialyltransferase 6	1	2	−0.85	−0.73
64077	*LHPP*	Phospholysine phosphohistidine inorganic pyrophosphate phosphatase	2	3	−0.84	−1.38
6526	*SLC5A3*	Solute carrier family 5 member 3	2	1	−0.83	−0.78
10272	*FSTL3*	Follistatin-like 3	1	2	−0.80	−0.71
10613	*ERLIN1*	ER lipid raft-associated 1	1	2	−0.80	−1.48
651746	*ANKRD33B*	Ankyrin repeat domain 33B	1	3	−0.79	−1.28
26468	*LHX6*	LIM homeobox 6	1	1	−0.78	−1.80
196743	*PAOX*	Polyamine oxidase	1	3	−0.77	−1.82
8624	*PSMG1*	Proteasome assembly chaperone 1	2	2	−0.76	−1.27
57546	*PDP2*	Pyruvate dehyrogenase phosphatase catalytic subunit 2	1	3	−0.75	−1.31
10592	*SMC2*	Structural maintenance of chromosomes 2	2	1	−0.74	−1.92
54475	*NLE1*	Notchless homolog 1	1	2	−0.73	−1.95
8573	*CASK*	Calcium/calmodulin-dependent serine protein kinase	2	1	−0.72	−0.51
153443	*SRFBP1*	Serum response factor-binding protein 1	1	1	−0.72	−0.65
10217	*CTDSPL*	CTD small-phosphatase-like	1	1	−0.72	−0.76
81029	*WNT5B*	Wnt family member 5B	1	1	−0.70	−2.63
60312	*AFAP1*	Actin filament-associated protein 1	1	3	−0.70	−1.66
23216	*TBC1D1*	TBC1 domain family member 1	1	1	−0.68	−1.20
7301	*TYRO3*	TYRO3 protein tyrosine kinase	1	1	−0.67	−1.52
2000	*ELF4*	E74-like ETS transcription factor 4	1	2	−0.67	−1.49
5064	*PALM*	Paralemmin	1	3	−0.67	−1.87
79622	*SNRNP25*	Small nuclear ribonucleoprotein U11/U12 subunit 25	1	1	−0.66	−0.71
64399	*HHIP*	Hedgehog interacting protein	1	2	−0.65	−0.65
23075	*SWAP70*	Switching B-cell complex subunit SWAP70	1	1	−0.64	−0.88
118980	*SFXN2*	Aideroflexin 2	1	1	−0.64	−2.07
4087	*SMAD2*	SMAD family member 2	1	1	−0.64	−0.86
317762	*CCDC85C*	Coiled-coil domain containing 85C	1	1	−0.63	−2.02
84440	*RAB11FIP4*	RAB11 family interacting protein 4	1	8	−0.60	−0.73
131566	*DCBLD2*	Discoidin, CUB and LCCL domain containing 2	1	1	−0.60	−2.78
4771	*NF2*	Neurofibromin 2	1	1	−0.59	−1.88
84083	*ZRANB3*	Zinc finger RANBP2-type containing 3	2	1	−0.59	−1.62
8914	*TIMELESS*	Timeless circadian regulator	1	1	−0.58	−1.65
8125	*ANP32A*	Acidic nuclear phosphoprotein 32 family member A	1	2	−0.57	−1.57
25937	*WWTR1*	WW domain containing transcription regulator 1	2	2	−0.57	−1.46
255104	*TMCO4*	Transmembrane and coiled-coil domains 4	1	1	−0.56	−1.09
51308	*REEP2*	Receptor accessory protein 2	1	2	−0.56	−1.45
84908	*FAM136A*	Family with sequence similarity 136 member A	1	1	−0.56	−0.82
25961	*NUDT13*	Nudix hydrolase 13	1	1	−0.55	−1.49
81839	*VANGL1*	VANGL planar cell polarity protein 1	2	2	−0.55	−0.78
54820	*NDE1*	NudE neurodevelopment protein 1	1	1	−0.55	−1.40
117584	*RFFL*	Ring finger and FYVE-like domain containing E3 ubiquitin protein ligase	1	1	−0.54	−0.73
6839	*SUV39H1*	Suppressor of variegation 3–9 homolog 1	1	3	−0.53	−3.23
154810	*AMOTL1*	Angiomotin-like 1	1	2	−0.51	−1.09
79096	*C11orf49*	Chromosome 11 open reading frame 49	1	2	−0.51	−1.84
89958	*SAPCD2*	Suppressor APC domain containing 2	1	4	−0.51	−1.98
9801	*MRPL19*	Mitochondrial ribosomal protein L19	1	2	−0.51	−0.78
84948	*TIGD5*	Tigger transposable element-derived 5	1	1	−0.50	−0.91

**Table 3:** *GINS4*-mediated pathways by Gene Set Enrichment Analysis (GSEA).

Pathway	Enrichment Score	Normalized Enrichment Score	*p*-Value	FDR
KEGG_CELL_CYCLE	0.74	2.91	<0.001	<0.001
KEGG_DNA_REPLICATION	0.83	2.61	<0.001	<0.001
KEGG_HOMOLOGOUS_RECOMBINATION	0.76	2.24	<0.001	<0.001
KEGG_MISMATCH_REPAIR	0.77	2.22	<0.001	<0.001
KEGG_OOCYTE_MEIOSIS	0.58	2.20	<0.001	<0.001
KEGG_SPLICEOSOME	0.56	2.17	<0.001	<0.001
KEGG_PROTEASOME	0.61	2.02	<0.001	<0.001
KEGG_P53_SIGNALING_PATHWAY	0.53	1.92	<0.001	0.001
KEGG_NUCLEOTIDE_EXCISION_REPAIR	0.58	1.88	<0.001	0.002
KEGG_BASAL_TRANSCRIPTION_FACTORS	0.59	1.86	<0.001	0.002

FDR, false discovery rate.

## Data Availability

Publicly available datasets were analyzed in this study. These data can be accessed here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE230229 (accessed on 19 June 2023) and https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE230056 (accessed on 19 June 2023).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells12141885/s1, Figure S1: suppression of mRNA expression levels of 7 target genes (*MKI67*, *GINS4*, *RRM2*, *HELLS*, *MELK*, *TIMELESS*, and *SAPCD2*) by ectopic expressions of *miR-486-5p* or *miR-486-3p* in A549 cells; Figure S2: full-sized images of Western blot analysis (*GINS4* antibody) following ectopic expressions of *miR-486-5p* or *miR-486-3p* in A549 and H1299 cells; Figure S3: suppression of mRNA expression levels of *GINS4* by the transfection of siRNAs (si*GINS4*-1, si*GINS4*-2, and si*GINS4*-3) in A549 and H1299 cells; Figure S4: full-sized images of Western blotting (*GINS4* antibody) following the transfection of siRNAs (si*GINS4*-1, si*GINS4*-2, and si*GINS4*-3) in A549 and H1299 cells; Table S1: clinical features of LUAD patients created by the miRNA expression signature; Table S2: reagents used in this study; Table S3: information of tissues by immunostaining; Table S4: human genome-matched sequence reads.

# Supplementary material for: The Molecular Pathogenesis of Tumor-Suppressive miR-486-5p and miR-486-3p Target Genes: GINS4 Facilitates Aggressiveness in Lung Adenocarcinoma
**Source:** Cells. 2023 Jul 18;12(14):1885. doi: 10.3390/cells12141885
**Supplement:** Supplementary file 1

## Slide 1
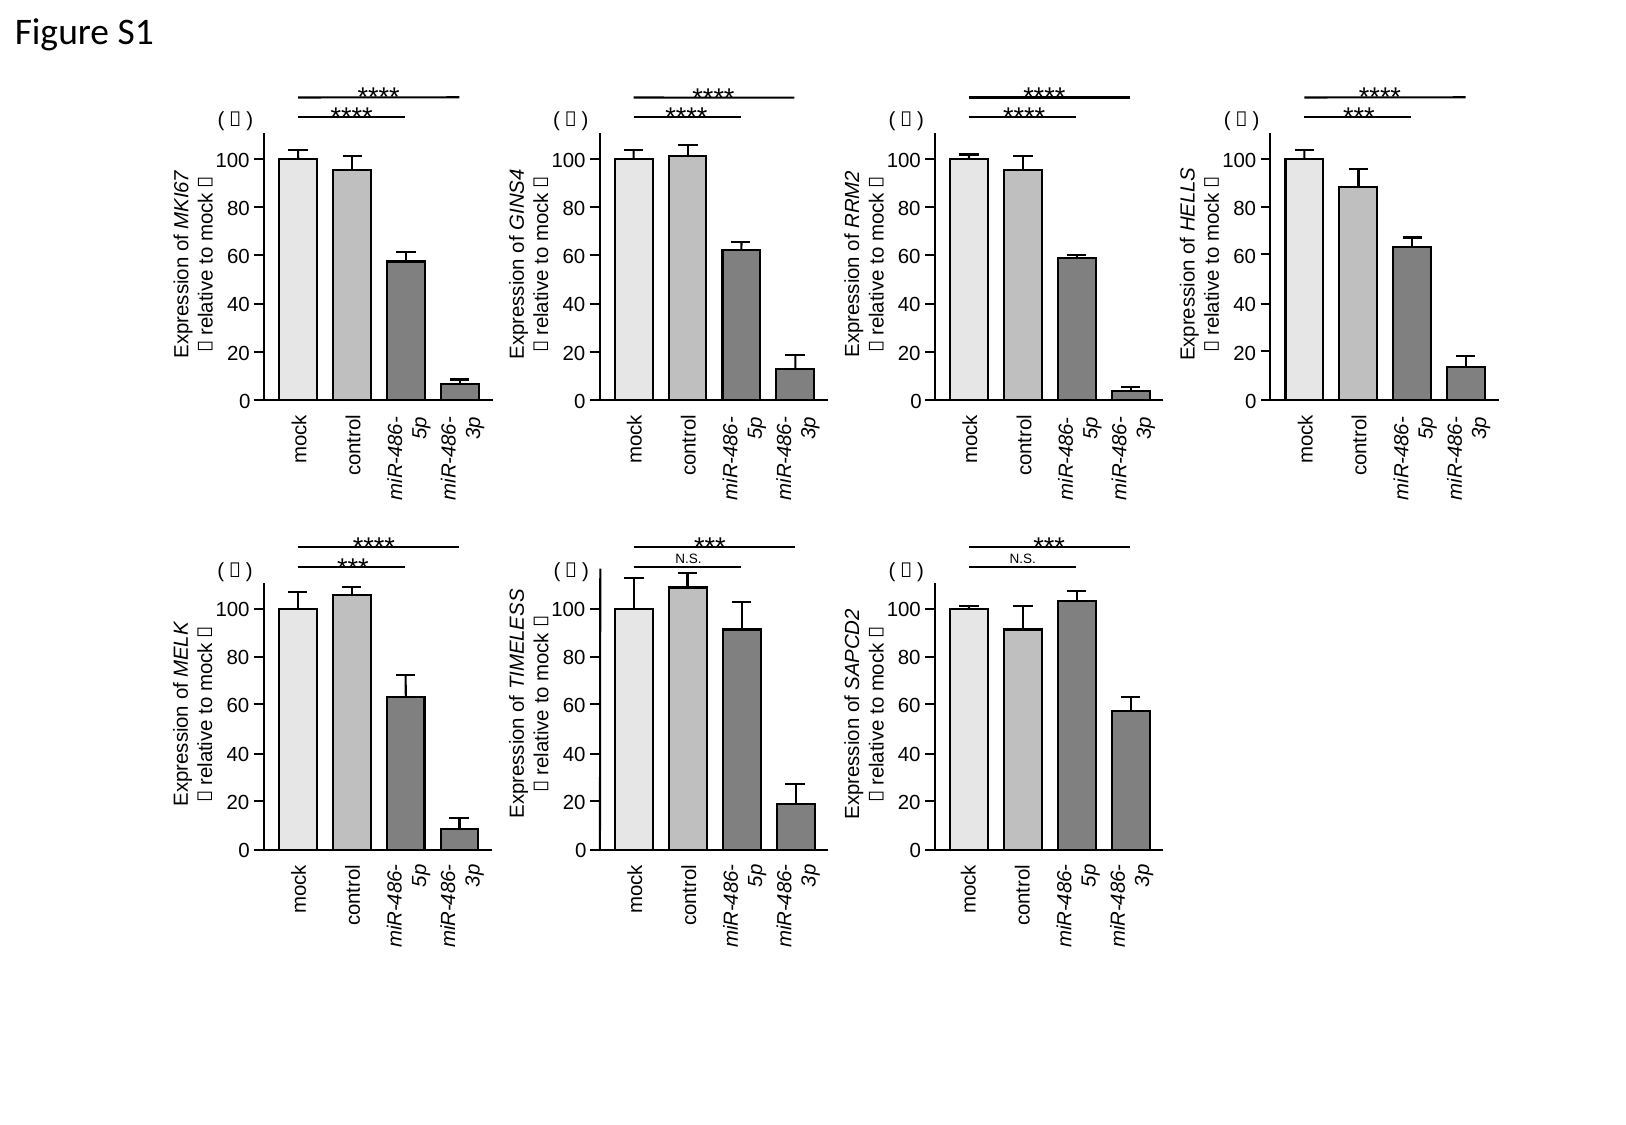

Figure S1
****
****
(％)
100
80
Expression of MKI67
（relative to mock）
60
40
20
0
mock
control
miR-486-3p
miR-486-5p
****
****
(％)
100
80
Expression of RRM2
（relative to mock）
60
40
20
0
mock
control
miR-486-3p
miR-486-5p
****
***
(％)
100
80
Expression of HELLS
（relative to mock）
60
40
20
0
mock
control
miR-486-3p
miR-486-5p
****
****
(％)
100
80
Expression of GINS4
（relative to mock）
60
40
20
0
mock
control
miR-486-3p
miR-486-5p
****
***
(％)
100
80
Expression of MELK
（relative to mock）
60
40
20
0
mock
control
miR-486-5p
miR-486-3p
***
N.S.
(％)
100
80
Expression of TIMELESS
（relative to mock）
60
40
20
0
mock
control
miR-486-5p
miR-486-3p
***
N.S.
(％)
100
80
Expression of SAPCD2
（relative to mock）
60
40
20
0
mock
control
miR-486-5p
miR-486-3p

## Slide 2
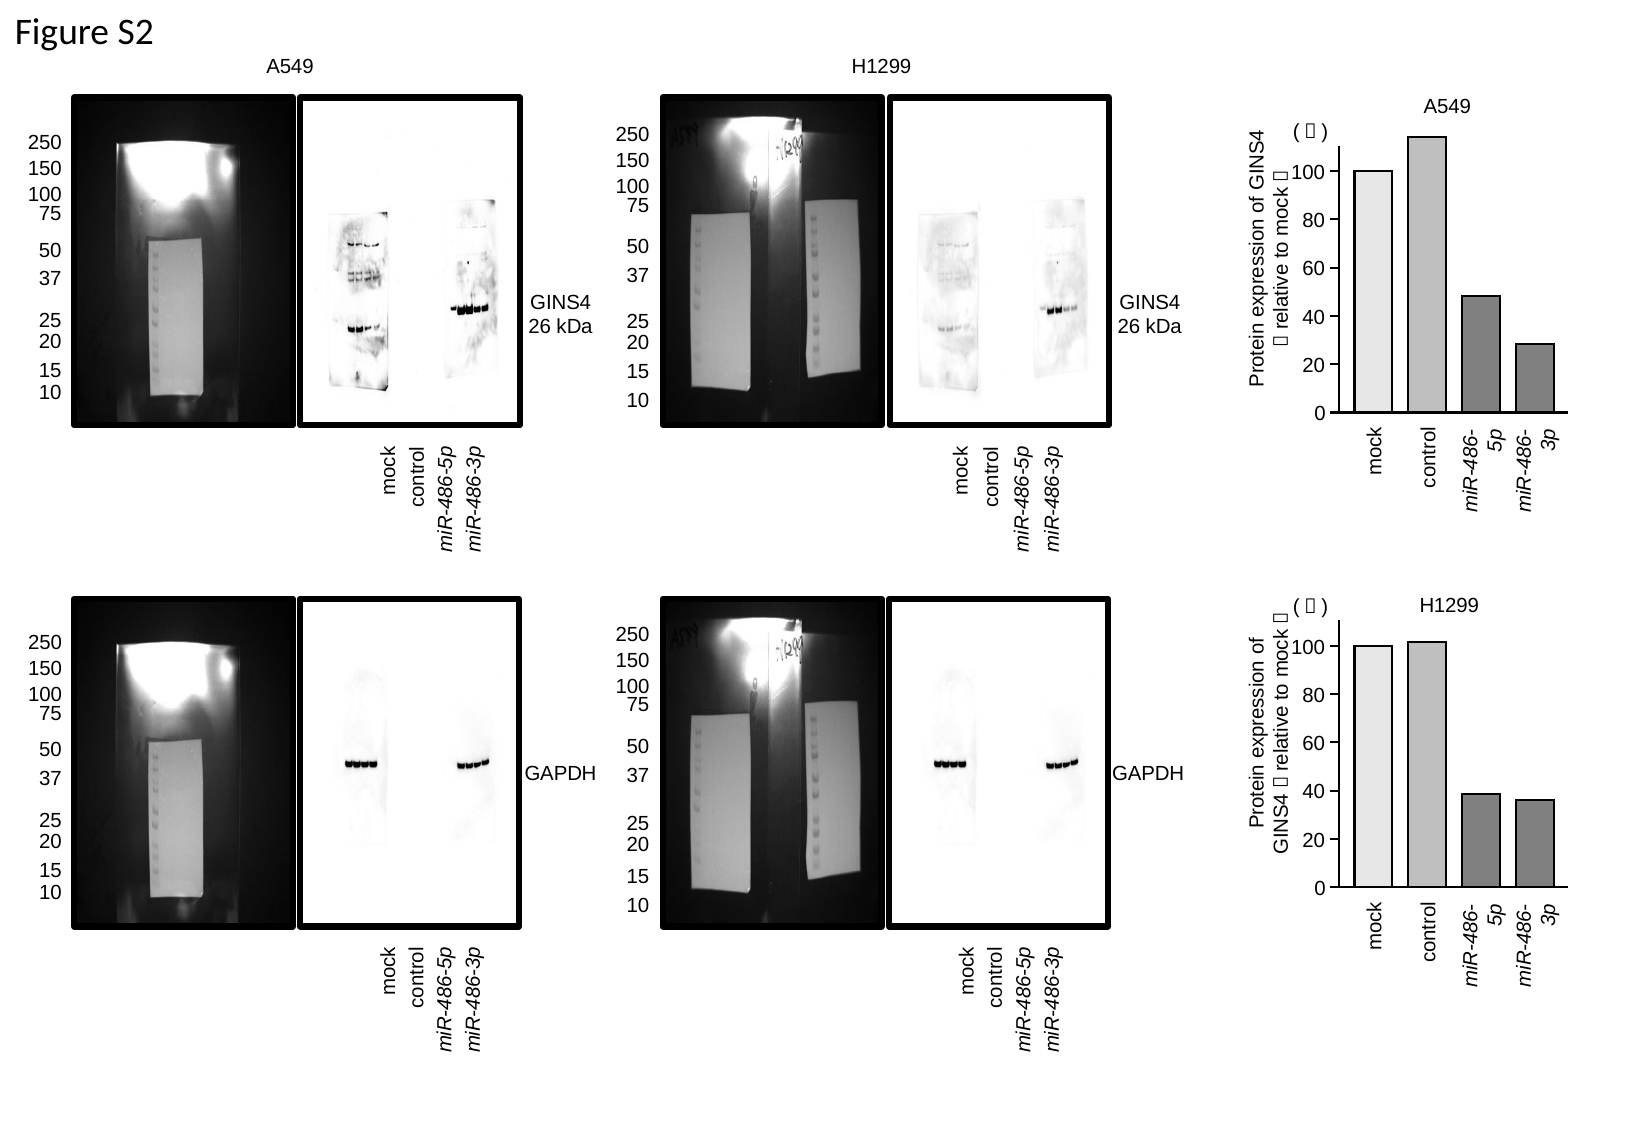

Figure S2
A549
H1299
A549
(％)
250
250
150
150
100
100
100
75
75
80
50
Protein expression of GINS4
（relative to mock）
50
60
37
37
GINS4
26 kDa
GINS4
26 kDa
40
25
25
20
20
20
15
15
10
10
0
mock
control
miR-486-3p
miR-486-5p
mock
control
miR-486-5p
miR-486-3p
mock
control
miR-486-5p
miR-486-3p
H1299
(％)
250
250
100
150
150
100
100
80
75
75
Protein expression of GINS4（relative to mock）
60
50
50
GAPDH
GAPDH
37
37
40
25
25
20
20
20
15
15
0
10
10
mock
control
miR-486-3p
miR-486-5p
mock
control
miR-486-5p
miR-486-3p
mock
control
miR-486-5p
miR-486-3p

## Slide 3
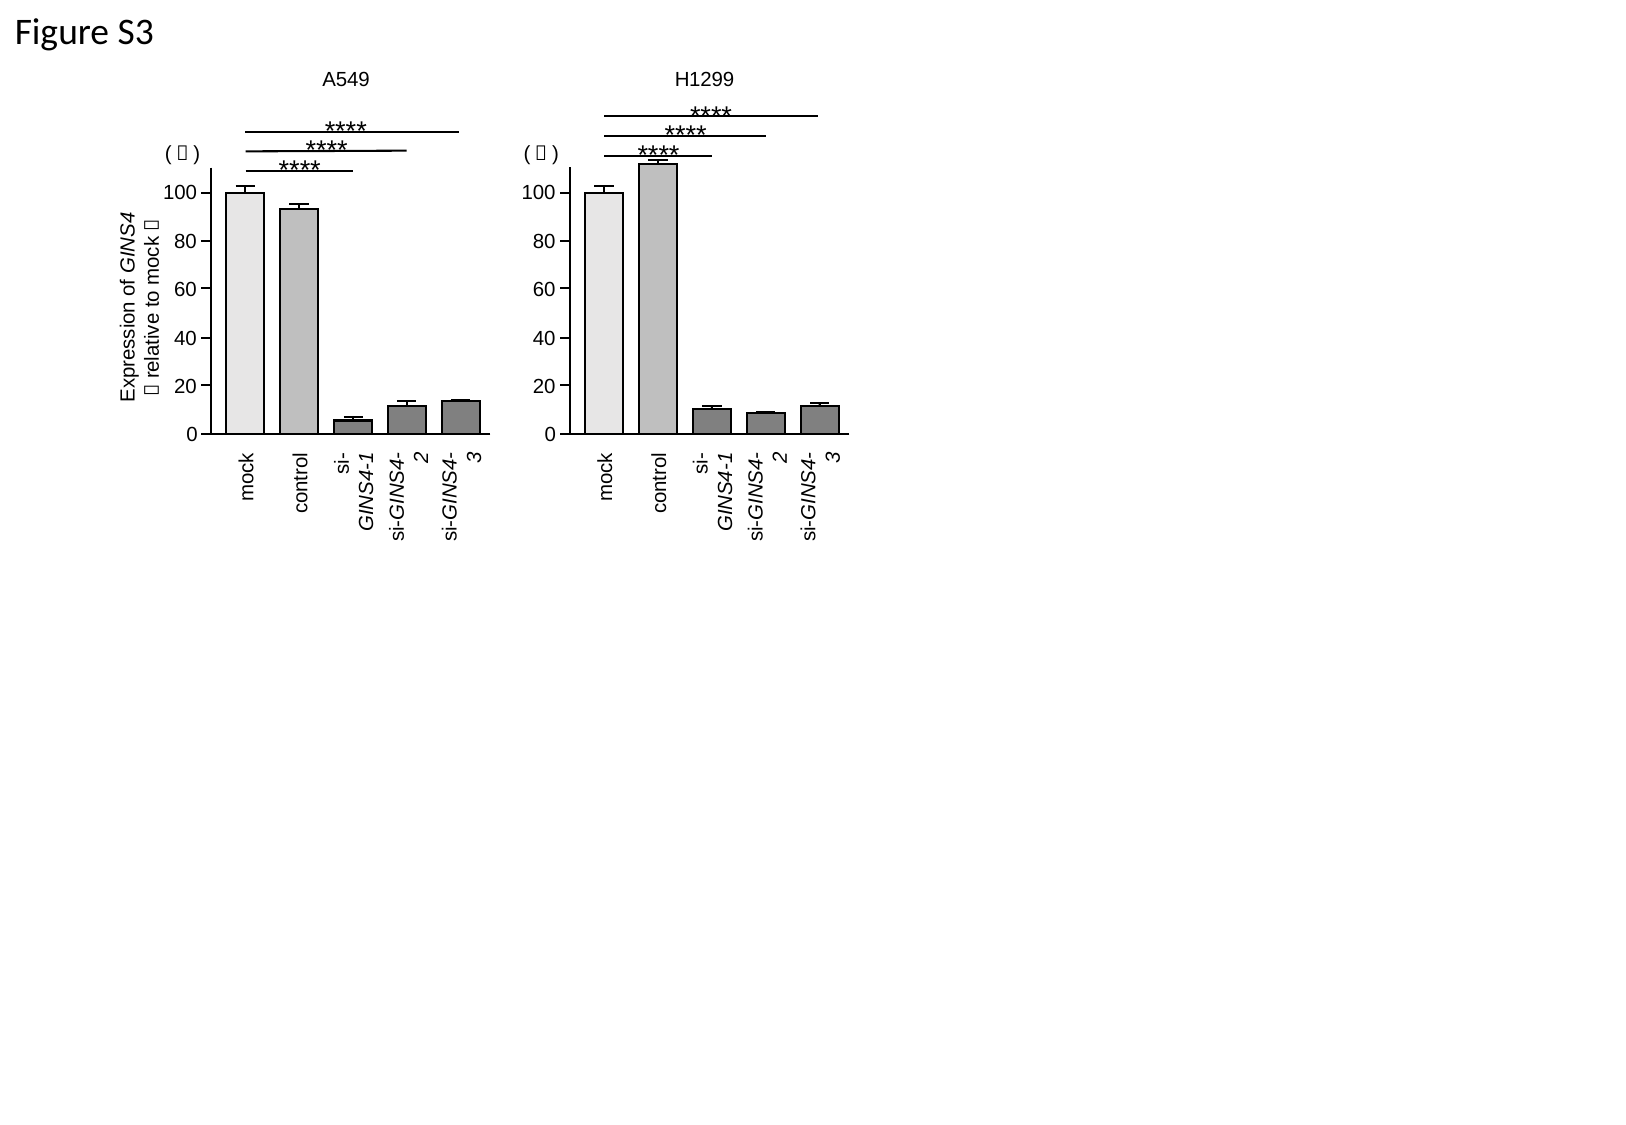

Figure S3
A549
****
****
(％)
****
100
80
60
Expression of GINS4
（relative to mock）
40
20
0
mock
control
si-GINS4-1
si-GINS4-2
si-GINS4-3
H1299
****
****
****
(％)
100
80
60
40
20
0
mock
control
si-GINS4-1
si-GINS4-2
si-GINS4-3

## Slide 4
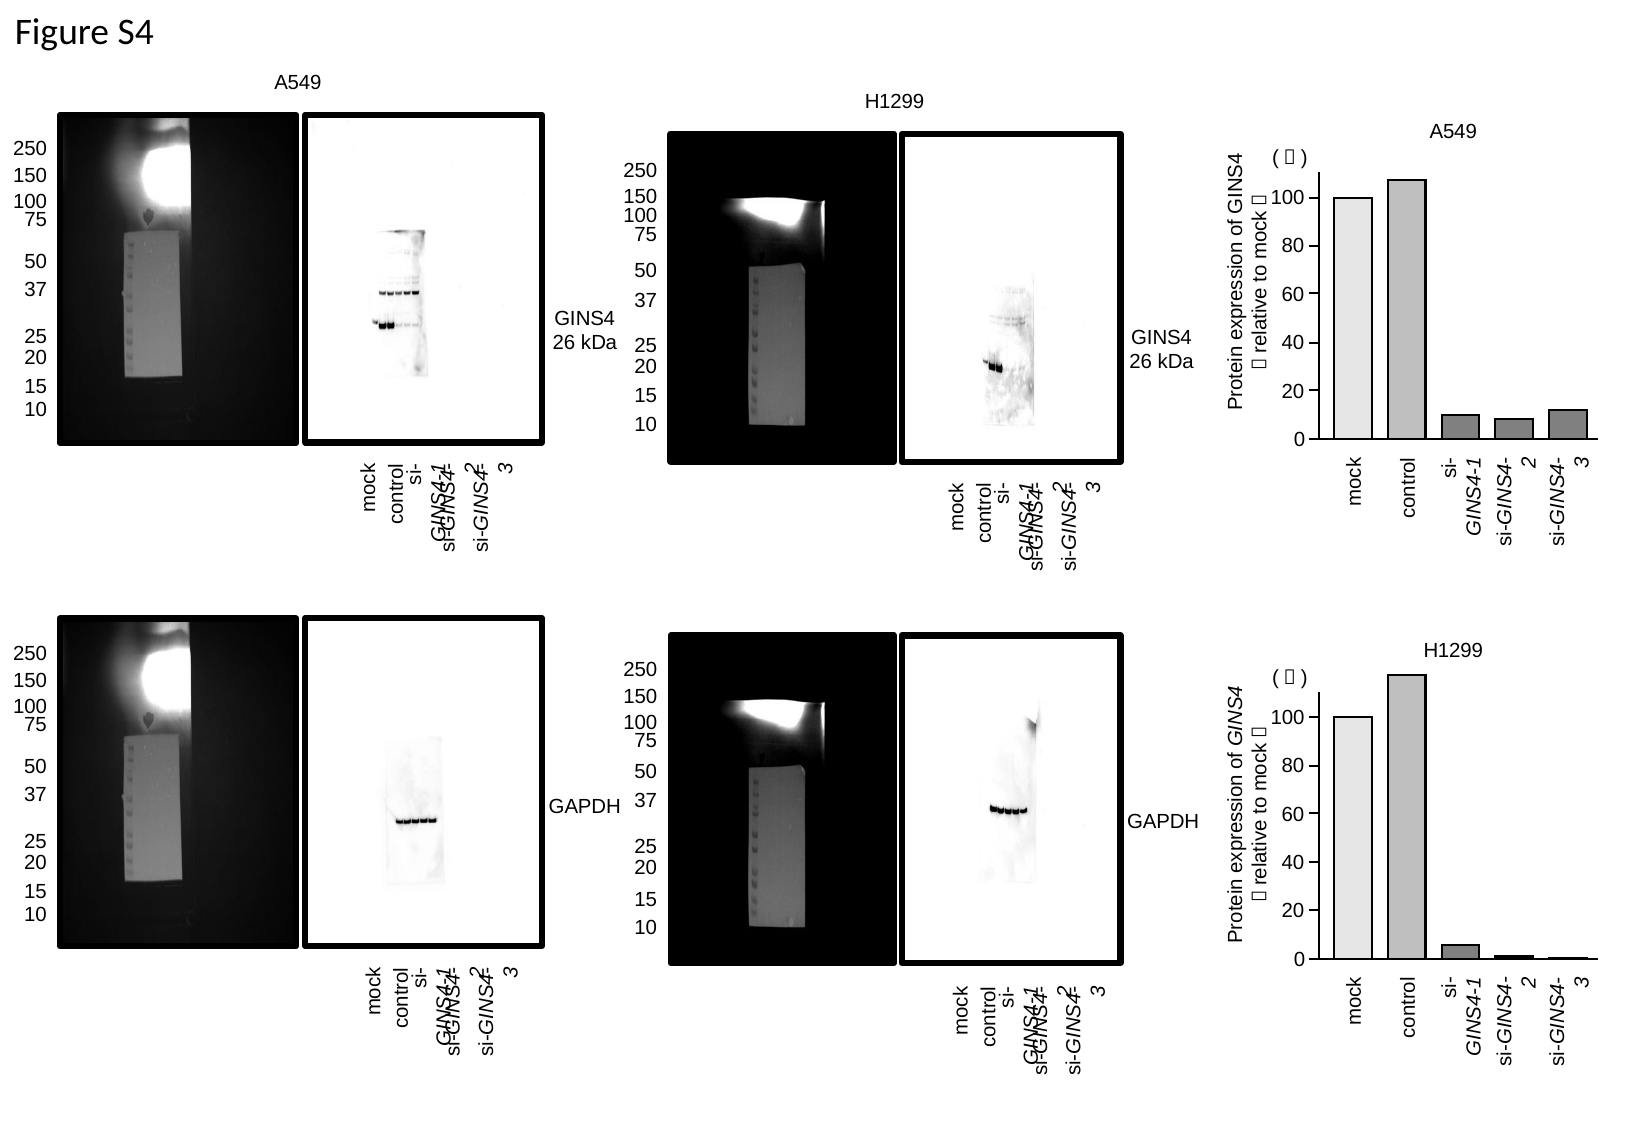

Figure S4
A549
H1299
A549
250
(％)
250
150
150
100
100
100
75
75
80
50
50
Protein expression of GINS4
（relative to mock）
37
60
37
GINS4
26 kDa
25
GINS4
26 kDa
40
25
20
20
15
20
15
10
10
0
mock
control
si-GINS4-1
si-GINS4-2
si-GINS4-3
mock
control
si-GINS4-1
si-GINS4-2
si-GINS4-3
mock
control
si-GINS4-1
si-GINS4-2
si-GINS4-3
H1299
250
250
(％)
150
150
100
100
100
75
75
80
50
50
37
37
Protein expression of GINS4
（relative to mock）
GAPDH
60
GAPDH
25
25
20
40
20
15
15
20
10
10
0
mock
control
si-GINS4-1
si-GINS4-2
si-GINS4-3
mock
control
si-GINS4-1
si-GINS4-2
si-GINS4-3
mock
control
si-GINS4-1
si-GINS4-2
si-GINS4-3

How the deposited data were processed for this re-analysis (not part of the article)

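Gene expression was measured in A549 cells on 4 one-color Agilent arrays: 1 after transfection of *miR-486-5p*, 1 after transfection of *miR-486-3p*, and 2 mock arrays of cells given the transfection reagent alone. The groups were taken from the sample labels and the paper, and the dose of 10 nM from Table S2. The authors deposited, for each array, the output of Agilent's Feature Extraction software, in which each spot has an intensity on a linear scale, already corrected for background by that software. The authors also deposited a table of log2 values for the same arrays. Set against the scanner's signal, these log2 values had Pearson correlations with it of 0.99976 on the *miR-486-3p* array, the lowest of the 4, to 0.99998. Their quartiles were identical on the 4 arrays, at 0.15, 2.76 and 6.28, as after quantile normalization, and 14.1% to 14.6% of them were listed at 0. The paper's text does not name the normalization, the mock array used as reference, or how several probes of a gene were combined.

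The log2 of the processed signal of each spot was taken, and the 75th percentile over the spots that are not controls was subtracted on each array. Spots marked as outliers were left out (67 for *miR-486-5p*, 72 for *miR-486-3p*, 62 and 50 for the mock arrays), and spots of the same probe were averaged; 300 probes were spotted more than once, up to 10 times. Probes well above background numbered 30690 for *miR-486-5p*, 31516 for *miR-486-3p*, 30785 for mock 1 and 31012 for mock 2, of 58201. A probe was used for a strand if it was well above background on both mock arrays or on the transfected array. If it was not well above background on every array of one group, the signal of that group was set to the higher of its own value and the lowest signal among the probes well above background on the array, and the difference is a bound. These lowest signals were between 4.28 and 4.43. Scaling came first, then this limit. A gene's log2 difference is the mean over its probes in use of the transfected array minus the mean of the 2 mock arrays, and genes below −0.5 were counted as lower and above 0.5 as higher. Probes were named through their RefSeq accessions in a table of the GRCh38.p14 assembly, used for names alone because the arrays were annotated on another assembly. Of 33080 probes listed by such an accession, 31104 matched a gene, which gave 22439 genes. The other probes kept no gene name and entered no count of genes. *RAB11FIP4* of Table 2 had no matched probe, and the values of 1 other gene of Table 2 are not reported here, although it is included in the tallies over the table.

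limma was fitted to all 4 arrays with 3 groups (lmFit and eBayes), on 33498 probes well above background in at least 1 group, with Benjamini-Hochberg adjustment at 0.05. The only residual degree of freedom is between the 2 mock arrays, and the prior that limma adds had 1.75 degrees of freedom and an SD of 0.0893 on the log2 scale. Each transfected array is thereby assumed to vary as the mock arrays do. A gene counts as called if at least 1 of its probes is called. No p is given for differences outside limma, since each strand has 1 array. The number of arrays limits the precision of every value. All arrays came from 1 slide and 1 scan, so a slide effect could not be fitted. None was of cells given a control RNA, so an effect of transfected RNA of any sequence was not measured. The 2 mock arrays were counted as separate samples, as the sample labels give them; their values are not identical, and whether they come from separate cultures was not tested.

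The genes named in the text follow a rule fixed before the data were examined: the 7 genes selected by the paper, the genes its text names as members of the GINS or CMG complex or as targets or host gene of miR-486, *GAPDH*, the 5 lowest genes of Table 2 for each strand, and for each strand the 3 largest falls and 3 largest rises. The last were taken among genes whose probes in use were all well above background on the 4 arrays and whose transfected value lay on the same side of both mock arrays. Gene lists for S phase, G2/M, interferon-stimulated, p53 target and cholesterol synthesis genes were also written before the data were examined, from general knowledge, with the 7 genes selected by the paper removed. No gene is in more than 1 of these lists, and none of their genes is in Table 2. The median log2 difference of a list was set against 10000 random gene lists of the same size matched on mean expression in 20 bins, as a description of these arrays. Overlaps between the strands were set against 100 simulations of unchanged arrays.

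The alternatives fixed beforehand were each mock array left out, median scaling, quantile normalization, no filter on dim probes, probes well above background on all 4 arrays, the brightest or the lowest probe of each gene, the authors' log2 values, a limit of −1, a separate mock array for each strand in both pairings, an intensity trend in limma, and the methods' t-test. Those on seed sites in 3'UTRs were not run, since no transcript sequence was used here, nor was the TargetScan database. A slide block was not applicable, and leaving out saturated spots changed nothing because no spot was saturated. Normexp correction was planned on the mean signal of each spot. It was run on the median signal, with an offset of 50, followed by quantile normalization; this form was chosen after the data were seen. A second alternative added after the values were seen combined the authors' log2 values, separate mock arrays, the lowest probe of each gene and no filter.

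The gene and limma steps were tested on simulated data: for a simulated *miR-486-5p* array against simulated mock arrays with 15558 genes, 106 of 106 lowered genes and 27 unchanged genes were below −0.5. limma called 200 of 200 changed genes and 11 unchanged genes. All simulated probes had the same spread, which is easier than the real arrays. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1 were used.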

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

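The scaling, background and mock-array tests of this part, and those on the single array of each strand, were chosen after the results were seen, as was the choice of the list medians reported here; the 12 genes follow a rule fixed before the data were examined.

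The paper discusses none of the following 12 genes, which had the largest changes on each array. After *miR-486-5p*, the largest falls were in *GLI1* (−3.95 on the log2 scale), *DDIT4* (−3.06) and *DCST1-AS1* (−2.89), and the largest rises were in *EGR4* (3.41), *UBAP1L* (2.62) and *EGR1* (2.42). Each rests on 1 probe in use that was well above background on all 4 arrays, and each had a limma adjusted p of 0.0476. After *miR-486-3p*, *GLI1* was at −1.36, *DDIT4* at −1.45, *DCST1-AS1* at −1.56, *UBAP1L* at 2.86, *EGR4* at −0.064 and *EGR1* at −0.88; *EGR4* was at 0.020 without mock replicate 1. The scaling argues against being the cause: under median scaling or quantile normalization, the smallest size among the 6 changes after *miR-486-5p* was 2.39. A deviating mock array is argued against by the smallest size of 2.38 without either mock replicate. The sizes themselves depend on the background correction: with normexp correction, *GLI1* was at −1.66, *DCST1-AS1* at −1.12 (the smallest of the 6) and *UBAP1L* at 1.76 after *miR-486-5p*. The culture stays open: with 1 transfected array of the strand, an effect of miR-486-5p and a chance event of that single culture and array cannot be told apart.

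After *miR-486-3p*, the largest falls were in *SLC6A9* (−4.92), *AURKB* (−4.21) and *H1-5* (−4.18), and the largest rises were in *CLEC3B* (5.73), *DHDH* (5.39) and *BEST4* (4.82). Their limma adjusted p ranged from 0.00762 to 0.00983. *SLC6A9* had 1 of 2 probes in use. The mock arrays differed for *CLEC3B* (−3.78 and −3.33) and *BEST4* (−3.21 and −3.89) by far less than the rise. After *miR-486-5p*, *SLC6A9* was at −1.38, *AURKB* at −0.67, *H1-5* at −2.18, *CLEC3B* at 0.42, *DHDH* at 0.32 and *BEST4* at −0.15, of which *BEST4* was at 0.19 without mock replicate 1 and *DHDH* at −0.0057 with normexp correction. Without mock replicate 2, *SLC6A9* after *miR-486-5p* was at −0.68, since its second probe then came into use, and *CLEC3B* at 0.64. Under median scaling or quantile normalization, the smallest size among the 6 changes after *miR-486-3p* was 4.15, and without either mock replicate it was 4.16, which argues against the scaling and against a deviating mock array. The sizes were smaller with normexp correction, from −2.08 for *SLC6A9* to −3.36 for *H1-5* among the falls and from 2.22 for *BEST4* to 3.03 for *CLEC3B* among the rises, and *SLC6A9* was at −3.48 with no filter. With 1 array of miR-486-3p, an effect of the strand and of the single culture and array cannot be told apart.

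The interferon-stimulated genes, which the paper does not discuss, were higher after *miR-486-3p*, with a median log2 difference of 1.52 over 21 genes, above all 10000 random lists, the middle 95% of which lay between −0.39 and 0.53. Of the 21 genes, 15 were above 0.5 and 0 below −0.5. After *miR-486-5p*, the median over 22 genes was −0.16, at percentile 6.38; the difference between the strands was not tested. The tests argue against 3 technical causes as the whole cause. The median nearest 0 under median scaling or quantile normalization was 1.22. Restricted to probes well above background on all 4 arrays, which left 19 genes, it was 0.69 (percentile 99.67), so that part of the size rests on dim probes. Without either mock replicate, the median nearest 0 was 1.29. The median was lowest after normexp correction, at 0.45, still above all random lists. A response of the cells to this transfected RNA, or to the strand's targets, may be behind the rise, but with 1 array per strand, the single culture and array of *miR-486-3p* cannot be told apart from an effect of the strand.

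The cholesterol synthesis genes, which the paper does not discuss either, moved in opposite directions. After *miR-486-5p*, the median over 21 genes was 0.32 (percentile 99.91), with 7 genes above 0.5 and 0 below −0.5. After *miR-486-3p*, it was −1.496, below all 10000 random lists, with 20 of 21 genes below −0.5. The difference between the strands was not tested. Under median scaling or quantile normalization, the medians nearest 0 were 0.30 after *miR-486-5p* and −1.32 after *miR-486-3p*, outside the middle 95% of the random lists, which argues against the scaling. On probes well above background on all 4 arrays, they stayed at 0.32 and −1.496, which argues against dim probes. Without either mock replicate, the medians nearest 0 were 0.30 and −1.45. An effect of the transfection reagent alone is shared by the mock arrays, which received it too. The strand itself and its single culture stay open: with 1 array per strand, these cannot be told apart. No array was of cells given a control RNA, so an effect of transfected RNA of any sequence was not measured.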

How the results depend on the processing

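The normexp correction on the median signal and the combined setting named below were chosen after the data were seen; the other settings were fixed before the data were examined. No result past its threshold changed sign under any setting run. No paired analysis was possible because each transfected group has 1 array and shares at most 1 replicate number with the mock arrays. Without either mock array, limma has no residual degrees of freedom, so it gives no value there. The settings on seed sites, the slide block and normexp on the mean signal were not run, and leaving out saturated spots has no effect because none was saturated. The causes of the shifts below were not tested, unless the construction of a setting names them.

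The counts of genes below −0.5 (2549 after *miR-486-5p*, 4470 after *miR-486-3p*, 1300 after both, 71 of Table 2 after both) stayed within 1.5 times except in 3 settings. A limit of −1, stricter by construction, gave 739, 2312, 315 and 16. Normexp correction gave 1181, 2773, 677 and 35; its offset of 50 shrinks differences of dim probes by construction. The combined setting of the authors' values, separate mock arrays, lowest probe and no filter gave 4513 genes after *miR-486-5p*, 6685 after *miR-486-3p*, 2134 after both and 93 of Table 2, and tests more genes and takes the lowest probe by construction. Without mock replicate 1 or 2, the counts were 2563 and 2644, 4502 and 4509, 1305 and 1369, and 65 and 70 of Table 2. Of the 1300 genes below −0.5 after both strands, 1205 were shared without mock replicate 1, 1236 without mock replicate 2, and 676 with normexp correction. Under the settings fixed beforehand other than the limit of −1, the Table 2 tally ranged from 65 to 89.

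For *miR-486-5p*, limma called 1700 genes, and the count depended on the setting; adjusted p of *GINS4* and *RRM2*, for example, was 0.0476. It called 0 genes with no filter (9219 at an unadjusted p below 0.05) and 0 on the authors' values (7997 unadjusted), where 1141 probes tested were equal on both mock arrays. It called 3360 with normexp correction, 5727 on probes well above background on all 4 arrays, and 7761 with an intensity trend. The methods' t-test gave 4344 at its unadjusted threshold and 0 after Benjamini-Hochberg adjustment. For *miR-486-3p*, limma called 10372 genes, and from 8588 to 12195 in the other settings with limma. The methods' t-test gave 0 after Benjamini-Hochberg adjustment and 7033 unadjusted. Of the genes called after *miR-486-5p*, 65.1% were lower; the share was 53.0% with an intensity trend (4111 lower, 3650 higher), 53.7% on probes well above background on all 4 arrays, 54.6% with normexp correction, 53.3% for the methods' t-test unadjusted, 65.6% with quantile normalization, 68.2% with median scaling, 68.3% with the brightest and 73.9% with the lowest probe.

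The medians of the gene lists moved by more than the spread between the mock arrays in the following cases, with the strand in parentheses. They were, with median scaling, G2/M genes −0.91 (5p) and −2.59 (3p), S phase genes −2.03 (3p), cholesterol synthesis genes 0.30 (5p) and −1.55 (3p), interferon-stimulated genes −0.19 (5p) and 1.47 (3p), p53 target genes −0.13 (5p) and −0.0093 (3p). They were, with quantile normalization, G2/M genes −0.85 (5p), S phase genes −0.94 (5p) and −1.88 (3p), cholesterol synthesis genes 0.35 (5p) and −1.32 (3p), interferon-stimulated genes 1.22 (3p), p53 target genes 0.11 (3p). The medians were, with the authors' log2 values, G2/M genes −0.85 (5p) and −2.50 (3p), S phase genes −0.94 (5p) and −1.89 (3p), cholesterol synthesis genes 0.35 (5p) and −1.31 (3p), interferon-stimulated genes 1.22 (3p), p53 target genes 0.10 (3p). The medians were, with normexp correction, G2/M genes −0.72 (5p) and −1.92 (3p), S phase genes −0.79 (5p) and −1.53 (3p), cholesterol synthesis genes −1.23 (3p), interferon-stimulated genes −0.056 (5p) and 0.45 (3p), p53 target genes −0.054 (5p) and 0.019 (3p). The medians were, with no filter on dim probes, interferon-stimulated genes 0.023 (5p) and 0.99 (3p), p53 target genes 0.14 (3p). Those that moved were, with probes well above background on all 4 arrays alone, interferon-stimulated genes −0.085 (5p) and 0.69 (3p). Those that moved were, with the brightest probe of each gene, interferon-stimulated genes −0.14 (5p), p53 target genes −0.049 (3p). Those that moved were, with the lowest probe of each gene, interferon-stimulated genes −0.19 (5p), p53 target genes −0.17 (5p) and −0.049 (3p). Without mock replicate 1 or 2, the ranges were S phase genes (5p) −1.00 to −0.97, S phase genes (3p) −1.96 to −1.93, G2/M genes (5p) −0.89 to −0.86, G2/M genes (3p) −2.57 to −2.49, cholesterol synthesis genes (5p) 0.30 to 0.32, cholesterol synthesis genes (3p) −1.57 to −1.45, interferon-stimulated genes (5p) −0.18 to −0.17, interferon-stimulated genes (3p) 1.29 to 1.57, p53 target genes (5p) −0.14 to −0.087, p53 target genes (3p) −0.0038 to 0.075. The p53 target median after *miR-486-3p* and, with no filter, the interferon-stimulated median after *miR-486-5p* changed sign near 0; neither was outside the random lists.

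Of 918 recomputed values of the 46 named genes, 724 were within 1 SD of the value reported, 194 moved by more, and 0 of those past ±0.5 changed sign. Normexp correction moved 81 of 92 and median scaling 0 of 92. *SAPCD2* after *miR-486-5p* came above −0.5 with normexp correction, at −0.47. With that correction, *CYP1A1* (−0.29), *ANK1* (−0.29), *PDE4A* (−0.46), *ADD2* (−0.33) and *ARHGAP29* (−0.44) after *miR-486-5p*, and *PDE4A* (−0.25), *RIMS3* (−0.30), *CRABP2* (0.49) and *RPS6KB1* (0.42) after *miR-486-3p*, also came within ±0.5. After *miR-486-3p*, the probe taken did the same for *ADD2* (−0.23 for the brightest), *CRABP2* (0.20 for the lowest) and *RPS6KB1* (0.39 for either). One mock array decided *PDE4A* (−0.54, and −0.45 without mock replicate 2) and *RIMS3* (−0.61, and −0.495 without mock replicate 1) after *miR-486-3p*. After *miR-486-5p*, *SLC6A9* moved from −1.38 to −0.68 without mock replicate 2. Values that came past ±0.5 were *SUV39H1* after *miR-486-5p* (−0.495, and −0.53 without mock replicate 1, −0.52 with median scaling, −0.52 with quantile normalization and −0.525 with the authors' values), *CLEC3B* after *miR-486-5p* (0.64 without mock replicate 2), *MLLT3* after *miR-486-3p* (−0.47, and −0.52 with median scaling, −0.61 with quantile normalization or the authors' values and −0.97 with the lowest probe), *CRABP2* after *miR-486-5p* (−0.73 with the brightest or lowest probe) and *RPS6KA1* after *miR-486-3p* (0.505 with the brightest probe). Sign changes were limited to values within ±0.5: *MLLT3* after *miR-486-3p* with the brightest probe (0.029), *EGR4* after *miR-486-3p* (0.020) and *BEST4* after *miR-486-5p* (0.19) without mock replicate 1, and *DHDH* after *miR-486-5p* with normexp correction (−0.0057). Signal over background limits the bounds: *ARHGAP29* and *SUV39H1*, for example, each had a probe not well above background on the *miR-486-3p* array.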

Differences from the paper's values

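The log2 fold changes of Table 2 and the log2 differences computed here are on the same scale. Of 193 values compared, 112 differed by more than the SD of the gene that limma estimates from the mock arrays: 44 of 97 after *miR-486-5p* and 68 of 96 after *miR-486-3p*.

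After *miR-486-5p*, the values were *RIMS3* −1.47 (the paper's −2.22), *MLLT3* −1.81 (the paper's −2.10), *SH3TC2* −2.11 (the paper's −1.96), *ZNF367* −1.58 (the paper's −1.94), *TNFRSF13C* −0.69 (the paper's −1.85), *RNASEH1* −0.35 (the paper's −1.60), *HNRNPA3* −1.01 (the paper's −1.51), *GPR63* −1.32 (the paper's −1.47), *FBLIM1* −1.03 (the paper's −1.46), *NUCKS1* −0.97 (the paper's −1.30), *FOXE1* −1.07 (the paper's −1.21), *MKI67* −0.99 (the paper's −1.21), *SLC44A2* −0.95 (the paper's −1.17), *NR6A1* −0.51 (the paper's −1.11), *SREBF1* −0.51 (the paper's −1.09), *CCDC36* −0.82 (the paper's −1.08), *MAVS* −0.61 (the paper's −1.07), *RASSF3* −0.62 (the paper's −1.04), *DENND5B* −0.36 (the paper's −1.04), *DSEL* −0.53 (the paper's −1.03), *HELLS* −0.92 (the paper's −1.02), *NUDT21* −0.80 (the paper's −1.01), *PLCXD3* −0.90 (the paper's −1.00), *CEP128* −0.87 (the paper's −0.99), *ITPKB* −0.056 (the paper's −0.97), *HIVEP3* −0.36 (the paper's −0.97), *C1orf21* −0.53 (the paper's −0.94), *ADD2* −0.67 (the paper's −0.92), *LHPP* −0.21 (the paper's −0.84), *ANKRD33B* −0.48 (the paper's −0.79), *PAOX* −0.39 (the paper's −0.77), *NLE1* −0.59 (the paper's −0.73), *CASK* −0.43 (the paper's −0.72), *TBC1D1* −0.52 (the paper's −0.68), *SMAD2* −0.52 (the paper's −0.64), *ZRANB3* −0.44 (the paper's −0.59), *ANP32A* −0.37 (the paper's −0.57), *TMCO4* −0.34 (the paper's −0.56), *FAM136A* −0.71 (the paper's −0.56), *NDE1* −0.44 (the paper's −0.55), *AMOTL1* −0.10 (the paper's −0.51), *C11orf49* −0.19 (the paper's −0.51), *SAPCD2* −0.63 (the paper's −0.51), *MRPL19* −0.42 (the paper's −0.51).

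After *miR-486-3p*, the values were *SNX22* −2.34 (the paper's −2.67), *MLLT3* −0.47 (the paper's −1.18), *EMP1* −1.22 (the paper's −0.90), *SH3TC2* −1.09 (the paper's −1.97), *TNFRSF13C* −0.13 (the paper's −0.61), *UBASH3B* −1.98 (the paper's −2.16), *RNASEH1* −0.36 (the paper's −1.21), *HNRNPA3* −0.65 (the paper's −1.20), *GPR63* −0.61 (the paper's −0.82), *THAP10* −1.49 (the paper's −1.63), *FBLIM1* −0.33 (the paper's −0.76), *JDP2* −1.83 (the paper's −1.73), *SPIB* −0.52 (the paper's −0.77), *SRF* −0.64 (the paper's −0.72), *VIPR1* −2.45 (the paper's −2.74), *SLC44A2* −1.33 (the paper's −1.67), *NR6A1* 0.34 (the paper's −0.96), *SREBF1* −0.89 (the paper's −1.68), *CCDC36* −1.04 (the paper's −1.65), *MAVS* −0.71 (the paper's −0.51), *TMEM141* −1.65 (the paper's −1.54), *DENND5B* 0.035 (the paper's −0.65), *DSEL* −0.49 (the paper's −0.72), *HELLS* −1.78 (the paper's −1.90), *PLCXD3* −1.94 (the paper's −2.20), *CEP128* −2.19 (the paper's −2.54), *ITPKB* −0.080 (the paper's −1.07), *HIVEP3* −0.19 (the paper's −1.29), *C1orf21* −0.44 (the paper's −0.66), *ORAI3* −0.37 (the paper's −0.62), *SMPD3* −2.21 (the paper's −2.43), *MELK* −2.32 (the paper's −2.20), *ST6GALNAC6* −0.81 (the paper's −0.73), *LHPP* −0.88 (the paper's −1.38), *SLC5A3* −0.88 (the paper's −0.78), *FSTL3* −0.52 (the paper's −0.71), *ERLIN1* −1.25 (the paper's −1.48), *LHX6* −1.62 (the paper's −1.80), *PAOX* −0.94 (the paper's −1.82), *PSMG1* −1.58 (the paper's −1.27), *PDP2* −0.44 (the paper's −1.31), *SMC2* −1.81 (the paper's −1.92), *NLE1* −1.74 (the paper's −1.95), *CASK* −0.080 (the paper's −0.51), *SRFBP1* −0.73 (the paper's −0.65), *WNT5B* −2.44 (the paper's −2.63), *AFAP1* −1.41 (the paper's −1.66), *TBC1D1* −1.56 (the paper's −1.20), *ELF4* −1.69 (the paper's −1.49), *SNRNP25* −0.82 (the paper's −0.71), *SWAP70* −1.01 (the paper's −0.88), *SFXN2* −1.76 (the paper's −2.07), *CCDC85C* −2.13 (the paper's −2.02), *DCBLD2* −2.45 (the paper's −2.78), *NF2* −1.77 (the paper's −1.88), *TIMELESS* −1.88 (the paper's −1.65), *ANP32A* −1.96 (the paper's −1.57), *TMCO4* −0.44 (the paper's −1.09), *REEP2* −1.53 (the paper's −1.45), *FAM136A* −0.95 (the paper's −0.82), *NUDT13* −1.13 (the paper's −1.49), *VANGL1* −0.90 (the paper's −0.78), *RFFL* −0.92 (the paper's −0.73), *AMOTL1* −0.12 (the paper's −1.09), *C11orf49* −0.78 (the paper's −1.84), *SAPCD2* −1.83 (the paper's −1.98), *MRPL19* −0.89 (the paper's −0.78), *TIGD5* −0.77 (the paper's −0.91).

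The alternatives fixed before the data were examined gave the following, and a value not listed under a setting still differed there unless it had no value in it. With the authors' log2 values, 41 of the 112 no longer differed, for *miR-486-5p* in *GPR63*, *FOXE1*, *PLCXD3*, *SMAD2*; for *miR-486-3p* in *SNX22*, *EMP1*, *UBASH3B*, *GPR63*, *THAP10*, *JDP2*, *SRF*, *VIPR1*, *TMEM141*, *DSEL*, *HELLS*, *PLCXD3*, *C1orf21*, *SMPD3*, *MELK*, *ST6GALNAC6*, *SLC5A3*, *FSTL3*, *ERLIN1*, *LHX6*, *PSMG1*, *SMC2*, *SRFBP1*, *WNT5B*, *AFAP1*, *ELF4*, *SNRNP25*, *SWAP70*, *SFXN2*, *CCDC85C*, *TIMELESS*, *REEP2*, *NUDT13*, *VANGL1*, *RFFL*, *MRPL19*, *TIGD5*; 71 still did. With quantile normalization, 41 of the 112 no longer differed, for *miR-486-5p* in *GPR63*, *FOXE1*, *PLCXD3*, *SMAD2*; for *miR-486-3p* in *SNX22*, *EMP1*, *UBASH3B*, *GPR63*, *THAP10*, *JDP2*, *SRF*, *VIPR1*, *TMEM141*, *DSEL*, *HELLS*, *PLCXD3*, *C1orf21*, *SMPD3*, *MELK*, *ST6GALNAC6*, *SLC5A3*, *FSTL3*, *ERLIN1*, *LHX6*, *PSMG1*, *SMC2*, *SRFBP1*, *WNT5B*, *AFAP1*, *ELF4*, *SNRNP25*, *SWAP70*, *SFXN2*, *CCDC85C*, *TIMELESS*, *REEP2*, *NUDT13*, *VANGL1*, *RFFL*, *MRPL19*, *TIGD5*; 71 still did. With the lowest probe of each gene, 42 of the 112 no longer differed, for *miR-486-5p* in *RIMS3*, *MLLT3*, *ZNF367*, *HNRNPA3*, *FBLIM1*, *NUCKS1*, *MKI67*, *SLC44A2*, *NR6A1*, *SREBF1*, *MAVS*, *DENND5B*, *HELLS*, *NUDT21*, *CEP128*, *HIVEP3*, *C1orf21*, *ADD2*, *LHPP*, *ANKRD33B*, *PAOX*, *NLE1*, *CASK*, *TBC1D1*, *ZRANB3*, *ANP32A*, *TMCO4*, *NDE1*, *C11orf49*, *MRPL19*; for *miR-486-3p* in *SLC44A2*, *DSEL*, *HELLS*, *CEP128*, *HIVEP3*, *C1orf21*, *LHPP*, *PAOX*, *NLE1*, *CASK*, *AMOTL1*, *C11orf49*; 70 still did. With the brightest probe of each gene, 30 of the 112 no longer differed, for *miR-486-5p* in *RIMS3*, *ZNF367*, *HNRNPA3*, *FBLIM1*, *SLC44A2*, *SREBF1*, *HELLS*, *NUDT21*, *CEP128*, *HIVEP3*, *C1orf21*, *LHPP*, *ANKRD33B*, *PAOX*, *NLE1*, *ZRANB3*, *TMCO4*, *FAM136A*, *NDE1*, *C11orf49*, *MRPL19*; for *miR-486-3p* in *SLC44A2*, *HELLS*, *CEP128*, *HIVEP3*, *C1orf21*, *LHPP*, *PAOX*, *NLE1*, *C11orf49*; 82 still did. With median scaling, 13 of the 112 no longer differed, for *miR-486-5p* in *FOXE1*, *HELLS*, *PLCXD3*, *CEP128*, *SMAD2*, *NDE1*, *MRPL19*; for *miR-486-3p* in *SRF*, *DSEL*, *HELLS*, *SMC2*, *NF2*, *SAPCD2*; 99 still did. With *miR-486-5p* set against mock 1 and *miR-486-3p* against mock 2, 17 of the 112 no longer differed, for *miR-486-5p* in *GPR63*, *FOXE1*, *HELLS*, *PLCXD3*, *CEP128*, *HIVEP3*, *SMAD2*, *NDE1*, *SAPCD2*, *MRPL19*; for *miR-486-3p* in *SLC5A3*, *FSTL3*, *SRFBP1*, *SWAP70*, *VANGL1*, *RFFL*, *SAPCD2*; 95 still did. With *miR-486-5p* set against mock 2 and *miR-486-3p* against mock 1, 10 of the 112 no longer differed, for *miR-486-5p* in *SH3TC2*, *NLE1*; for *miR-486-3p* in *UBASH3B*, *GPR63*, *SPIB*, *SRF*, *DSEL*, *SMC2*, *CCDC85C*, *NF2*; 102 still did. With mock replicate 1 left out, 9 of the 112 no longer differed, for *miR-486-5p* in *SH3TC2*, *NLE1*; for *miR-486-3p* in *SLC5A3*, *FSTL3*, *SRFBP1*, *SWAP70*, *VANGL1*, *RFFL*, *SAPCD2*; 103 still did. With mock replicate 2 left out, 18 of the 112 no longer differed, for *miR-486-5p* in *GPR63*, *FOXE1*, *HELLS*, *PLCXD3*, *CEP128*, *HIVEP3*, *SMAD2*, *NDE1*, *SAPCD2*, *MRPL19*; for *miR-486-3p* in *UBASH3B*, *GPR63*, *SPIB*, *SRF*, *DSEL*, *SMC2*, *CCDC85C*, *NF2*; 94 still did. With no filter on dim probes, 1 of the 112 no longer differed, for *miR-486-3p* in *CCDC85C*; 111 still did. With probes well above background on all 4 arrays alone, 1 of the 112 no longer differed, for *miR-486-5p* in *ANKRD33B*; 110 still did.

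With the authors' log2 values, *miR-486-5p* set against mock 1, *miR-486-3p* against mock 2, the lowest probe of each gene and no filter, a setting chosen after seeing the values, 99 of the 112 no longer differed. The 13 that still did were *SH3TC2* (5p), *SH3TC2* (3p), *TNFRSF13C* (5p), *TNFRSF13C* (3p), *RNASEH1* (5p), *RNASEH1* (3p), *MAVS* (3p), *ITPKB* (5p), *ITPKB* (3p), *HIVEP3* (3p), *TBC1D1* (3p), *ANP32A* (3p), *FAM136A* (5p). With normexp correction, also chosen after seeing the data, 11 of the 112 no longer differed: *EMP1* (3p), *MAVS* (3p), *SLC5A3* (3p), *PSMG1* (3p), *ELF4* (3p), *SWAP70* (3p), *TIMELESS* (3p), *ANP32A* (3p), *RFFL* (3p), *SAPCD2* (5p), *MRPL19* (3p).

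The paper states that every gene of Table 2, a list chosen by falls on these same arrays, was regulated by both strands. Of its 99 genes, 97 had a value after both strands here, and 71 of these were below −0.5 after both; 95 were below 0 after both. *NR6A1* (0.34) and *DENND5B* (0.035), singled out after their values were seen, were above 0 after *miR-486-3p*. The settings that came closest were the lowest probe of each gene, with 89 genes below −0.5 after both strands, and the setting chosen after seeing the values, with 93.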

Other observations

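The comparison of Table 2 with single mock arrays, and the limit for calling 2 falls similar, were chosen after the results were seen; the other tests of this part were chosen beforehand.

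Several of the 7 genes selected by the paper act in DNA replication or mitosis, so their fall was set against a fall of cell cycle genes in general. The 92 S phase and G2/M genes with a value, none of them in Table 2 and without the 7, had a median log2 difference of −0.91 after *miR-486-5p* and −2.20 after *miR-486-3p*, below all 10000 random lists. The medians of the 7 genes were −0.92 and −2.32. Of the 92 genes, 80 were below −0.5 after *miR-486-5p*, 87 after *miR-486-3p*, and 79 after both. Apart, the S phase genes had medians of −1.00 and −1.97 and the G2/M genes −0.88 and −2.53. These values go with a fall of the 7 genes that is part of a fall of cell cycle genes in general, as a hypothesis. For the 7 genes as a set, the arrays leave direct regulation by either strand open beside it. For *GINS4*, the paper reports luciferase assays with each strand. Activity fell with the binding site present and did not change with the site deleted. The part of the prediction on genes without a seed site was not tested, since no 3'UTR sequence was used here. The paper reports reduced proliferation and cell cycle arrest of A549 cells after either strand, so slower growth is a reported effect of both. With 1 array per strand, a slower growth of the single cultures by chance is also not separated from that effect.

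The genes below −0.5 after both strands were tested for 2 other causes. With a separate mock array for each strand, their number was still 1.78 times that of independent lists, which argues against the shared mock arrays as the whole cause. The correlation across genes between the strands, 0.315, lay within the 0.294 to 0.368 that unchanged arrays give with shared mock arrays. That comparison alone does not decide. With a separate mock array for each strand, the correlation was 0.288, outside the −0.040 to 0.037 of unchanged arrays. This argues against the shared mock arrays as its whole cause. An interferon response to transfected RNA would raise interferon-stimulated genes after both strands, and their median after *miR-486-5p* was −0.16, at percentile 6.38 of random lists. This does not decide on such a response as a common cause, since 6 of the 22 genes were below −0.5 and 5 above 0.5, from −1.64 to 1.01, and the percentile was 18.89 on probes well above background on all 4 arrays and 30.63, with a median of 0.023, with no filter. An interferon response and other causes of the shared falls cannot be told apart here.

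The genes of the CMG complex were lower after both strands under every scaling run. The log2 differences, first after *miR-486-5p* and then after *miR-486-3p*, were *CDC45* −1.67 and −2.98, *MCM2* −1.11 and −1.97, *MCM3* −0.97 and −1.69, *MCM4* −1.28 and −1.74, *MCM5* −0.79 and −2.05, *MCM6* −1.00 and −1.81, and *MCM7* −0.95 and −1.84. The differences of the GINS genes were *GINS1* −1.57 and −2.46, *GINS2* −1.27 and −3.21, and *GINS3* −0.79 and −2.23, beside *GINS4* −1.23 and −2.77.

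The paper's discussion names targets of each strand from other studies, and their values follow in the same order. For *miR-486-3p*, it names *EIF5A* (0.038 and −2.27), *BRD9* (0.76 and −0.86), *XRCC1* (−0.84 and −0.85), *CYP1A1* (−1.62 and 3.33) and *CRABP2* (−0.31 and 0.82). After *miR-486-3p*, *EIF5A*, *BRD9* and *XRCC1* were thus lower, while *CYP1A1* and *CRABP2* were higher. For *miR-486-5p*, it names *RPS6KA1* (−0.18 and 0.33) and *RPS6KB1* (−0.082 and 0.69). Both lay within ±0.5 after *miR-486-5p*. The 2 probes of *CRABP2* lay apart, at −0.73 and 0.099 after *miR-486-5p* and at 0.20 and 1.44 after *miR-486-3p*. *ANK1*, the host gene of miR-486, had 1 of 2 probes in use and values of −1.37 and 0.27. With normexp correction, *CYP1A1* and *ANK1* were at −0.29 each after *miR-486-5p*, and *CRABP2* (0.49) and *RPS6KB1* (0.42) came within 0.5 after *miR-486-3p*. *GAPDH* was at −0.24 and 0.36, with the same signs under median scaling and quantile normalization. The p53 target list had medians of −0.10 (percentile 13.51) and 0.04 (percentile 60.24), within the random lists.

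The paper reports, by RT-qPCR, that 5 of the 7 genes were significantly lower after *miR-486-5p* (Figure S1), without *TIMELESS* and *SAPCD2*. On the arrays, these had log2 differences of −0.61 and −0.63, with limma adjusted p of 0.0572 and 0.0946. Of the other 5, *MKI67* and *HELLS* had probes on both sides of 0.05, with adjusted p up to 0.0539 and 0.0525, and *GINS4*, *RRM2* and *MELK* were at 0.0476, 0.0476 and 0.0479. In size, the 5 genes fell further than the 2, with log2 differences from −1.28 to −0.91, and this order held in each setting run; it was closest with normexp correction, where *HELLS* was at −0.69, *TIMELESS* at −0.55 and *SAPCD2* at −0.47. The difference between the 5 genes and the 2 was not tested.

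The paper's Table 2 values were also compared with single mock arrays. In the authors' log2 values, a probe within 0.02 of the paper's value was found for 94 of 98 genes when *miR-486-5p* was set against mock 1, and for 23 when it was set against mock 2. For *miR-486-3p*, the numbers were 22 against mock 1 and 94 against mock 2. Against the mean of both, they were 30 and 36.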
